# Nitrogen Starvation Differentially Influences Transcriptional and Uptake Rate Profiles in Roots of Two Maize Inbred Lines with Different NUE

**DOI:** 10.3390/ijms20194856

**Published:** 2019-09-30

**Authors:** Maria Mascia, Davide Sega, Anita Zamboni, Zeno Varanini

**Keywords:** maize, N shortage, microarray

## Abstract

Nitrogen use efficiency (NUE) of crops is estimated to be less than 50%, with a strong impact on environment and economy. Genotype-dependent ability to cope with N shortage has been only partially explored in maize and, in this context, the comparison of molecular responses of lines with different NUE is of particular interest in order to dissect the key elements underlying NUE. Changes in root transcriptome and NH_4_^+^/NO_3_^−^ uptake rates during growth (after 1 and 4 days) without N were studied in high (Lo5) and low (T250) NUE maize inbred lines. Results suggests that only a small set of transcripts were commonly modulated in both lines in response to N starvation. However, in both lines, transcripts linked to anthocyanin biosynthesis and lateral root formation were positively affected. On the contrary, those involved in root elongation were downregulated. The main differences between the two lines reside in the ability to modulate the transcripts involved in the transport, distribution and assimilation of mineral nutrients. With regard to N mineral forms, only the Lo5 line responded to N starvation by increasing the NH_4_^+^ fluxes as supported by the upregulation of a transcript putatively involved in its transport.

## 1. Introduction

Nitrogen (N) is the mineral nutrient required by plants in the largest amount for growth and development. In fact, it represents 1–5% of total plant dry matter as an integral constituent of proteins, nucleic acids, chlorophyll, co-enzymes, phytohormones and secondary metabolites [1]. Crop production heavily depends on N fertilization that, in the last 50 years, has been the most efficient method to increase yield [2]. However, due to the low nitrogen use efficiency (NUE) of the crops—less than 50% as estimated by Baligar et al. [3]—this has a negative impact from economic and environmental points of view.

Nitrogen use efficiency (NUE) is a complex trait constituted by two main components, N uptake (NUpE) and N utilization efficiency (NUtE), and involves biochemistry, phenology, architecture and responses to the environment [4,5]. It was reported that the role of NUpE and NUtE in determining the overall NUE is influenced by the N supply condition [6]. An emergent exigence is the improvement of NUpE due to its low value in general observed for cereals [6]. Crops usually acquire N from the soil mainly through the two inorganic forms, nitrate (NO_3_^−^) and ammonium (NH_4_^+^). Mechanisms involved in root uptake of these forms can have a pivotal role in NUpE. In rice, NUE differences were observed in relation to the polymorphism of a *NRT1.1B* gene encoding a NO_3_^−^ transporter that is also involved in the signaling of the same anion [7]. Besides, an increase of yield was observed in the same species in response to the overexpression of *OsNRT2.3,* a gene encoding an high-affinity NO_3_^−^ transporter, although it has been shown that the effect was more correlated to the pH sensing rather than the transport of the anion [8]. Concerning maize, a study of the impact of different supply of N on NO_3_^−^ and NH_4_^+^ uptake systems was carried out in 27 genotypes showing the correlation of the variations in expression of the *ZmNRT2.2* (encoding a NO_3_^−^ high-affinity transporter) between limited and adequate N levels and the genotype-specific ability to maintain biomass under low N [6]. The same authors hypothesized a strong role of the high affinity NO_3_^−^ transporter (NRT2s) in enhancing NUpE [6].

Notwithstanding the importance of genes involved in N transport, other root mechanisms playing a role in the tolerance and ability to grow under N paucity could be linked to NUE. The analysis of molecular plant responses to low N condition or shortage can offer the possibility to identify key components at the basis of the capability to cope with N limited availability conditions. Genome-wide transcriptional analyses offer the possibility to draw a picture of the main molecular processes involved in the responses to this nutritional condition. Several examples of this approach applied in root and shoot tissues were reported for Arabidopsis [9], poplar [10], rice [11], cucumber [12], maize [13] and wheat [14]. Concerning the comparison of transcriptional responses in different maize genotypes, a characterization in leaf expression profile changes under low N of two elite Chinese inbred lines’ growth in field under normal and low N conditions was provided [13]. In the present work we focused on the variations in root transcriptome of two maize inbred lines characterized by different NUE [15,16] during the growth in hydroponics in the absence of N. These lines, Lo5 (high NUE) and T250 (low NUE), were previously studied with regard to changes in their root transcriptome during NO_3_^−^ induction [17]. In this context, the two lines differed not only in the timing of the response to the treatment with the anion but also in the molecular strategies used in order to cope with changes of NO_3_^−^ availability in the environment [17]. Only in the low-NUE T250 that responded slower to induction in terms of uptake rate was a modulation of transcripts involved in the anion uptake and assimilation observed [17]. On the basis of these results, in the present work we studied the behavior of these two maize lines during growth without N with the aim to identify genotype-specific mechanisms playing a role in the response to N shortage.

## 2. Results and Discussion

The identification of biomarkers [18,19] and the analysis of gene regulatory networks [20] linked to N status in maize has been mainly restricted to leaf tissues. To dissect the root molecular responses to N starvation of the two maize inbred lines, Lo5 and T250, showing different NUE in field [15,16], we carried out a series of comparison of root genome-wide transcriptional profiles obtained through microarray analysis. In particular, we compared the root transcriptional profiles in both genotypes at 1 and 4 days (d) of hydroponic growth without N with that of seedlings sampled at 0 d (starting point of N deprivation). 

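Root RNA of 18 samples was hybridized in 1 colour (Cy3), each on its own sub-array of a custom 4 × 44K array, with 3 biological replicates for each of the 6 groups made of a line and a day. The authors deposited the output of the scanner's Feature Extraction software, which lists for each spot an intensity corrected for background. The array carries 39372 probes besides the controls, each for a different transcript of the B73 annotation. Between 28868 and 32446 probes per array were well above background, and no spot was saturated. The log2 of the processed intensity was taken relative to the 75th percentile of the array, as in the methods of the paper, and the levels of the transcripts are on this scale. Spots that the software marked as non-uniform or as population outliers, between 4.12% and 12.3% per array, were left out. The 31653 probes that were well above background on all 3 arrays of at least 1 group entered the fit. limma then compared the groups in one fit over all arrays, with Benjamini-Hochberg adjustment of its two-sided p-values. The spread is shared by all 6 groups, so a standard error also rests on arrays of groups not compared. The number of arrays limits the precision of every value.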

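The 2230 transcripts that differed between the lines at 0 d by a log2 ratio of at least 3 were used to place each array between T250 (index 0) and Lo5 (index 1). Marked spots were kept for this index. On 8 of the 9 arrays labelled Lo5 the index lay between 0.941 and 1.04, and on the 9 T250 arrays between −0.024 and 0.023. The array labelled Lo5 1 d replicate 3 had an index of 0.004. It was kept under its label, and the values of Lo5 at 1 d are also given without it.

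**Figure D1:**
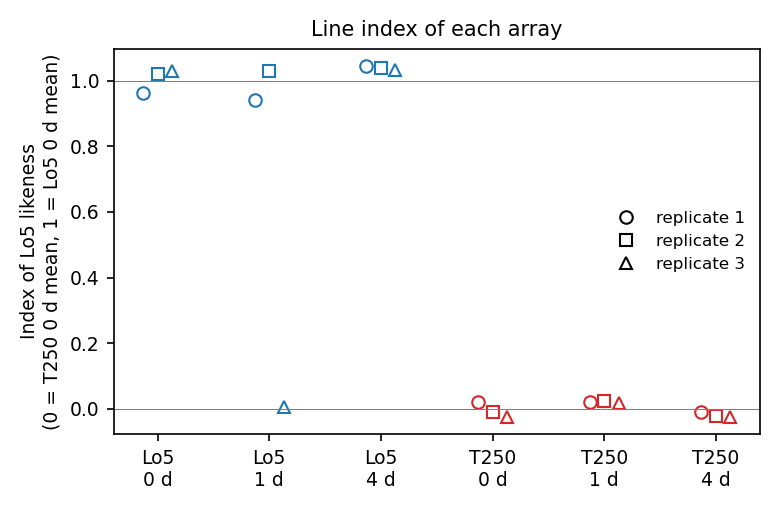
Index of Lo5 likeness of each array, by line and day, with one point per array and a symbol for each replicate. The vertical axis has no unit and runs from the mean of the T250 0 d arrays (0) to the mean of the Lo5 0 d arrays (1). The array labelled Lo5 1 d replicate 3 sits at 0.004 among the T250 values.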

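At an unadjusted p of up to 0.01 and a log2 ratio of at least 1 in either direction, limma found 190 transcripts in Lo5 at 1 d and 516 at 4 d, of 30745 and 30641 tested. In T250 the numbers were 414 and 1183, of 30099 and 30418. After Benjamini-Hochberg adjustment (adjusted p up to 0.05) limma left 3 transcripts in Lo5 at 1 d, 14 in Lo5 at 4 d, 3 in T250 at 1 d and 52 in T250 at 4 d. With the replicate number, taken as the growth experiment, as a block these became 1, 1, 2 and 24. Without the array labelled Lo5 1 d replicate 3 they were 0, 44, 12 and 221. Before adjustment the methods' t-test gave 31 and 461 transcripts in Lo5, of 28606 and 28395 tested, and 69 and 400 in T250, of 27410 and 27973. After adjustment the methods' t-test left 0 transcripts in each of the 4 comparisons, while 589, 3476, 1080 and 3142 transcripts had an unadjusted p of up to 0.05.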

The differentially expressed transcripts identified for each comparison through t-test analysis are reported in Table 1 (*p*-value ≤ 0.01 and |Log_2_(ratio)|≥ 1; Table S1). 

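At 1 d of growth without N, limma placed 69 up- and 121 downregulated transcripts of Lo5 past the threshold of the methods. Without the array labelled Lo5 1 d replicate 3 the total was 129 in Lo5 and 612 in T250, the order that the paper gives. Without replicate 2 of the same group it was 1061 in Lo5, but the array with the T250 index then weighs more in its group. The total in T250 ran from 169 without replicate 3 at 0 d, where Lo5 had 186, to 1291 without replicate 1 at 0 d. The order of the lines at 1 d thus depended on single arrays. The difference between the responses of the lines was also tested for each transcript. At 1 d it had an adjusted p of up to 0.05 for 5 of 29705 transcripts in limma. The methods have no such test, and an unmoderated contrast with equal variance over the groups compared served as the counterpart of their t-test. This counterpart gave 0, while 810 had an unadjusted p of up to 0.05.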

The low NUE line, T250, differentially expressed twice transcripts than Lo5 after 1 d of N starvation. After 4 d, the Lo5 high NUE genotype modulated a slightly higher number of transcripts (591 vs. 482) in comparison to T250. 

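In Lo5 at 4 d, 243 transcripts were up- and 273 downregulated past the threshold of the methods in limma. The order of the lines at 4 d changed with the fit. When limma was given only the arrays of the groups compared, it found 1173 transcripts in Lo5 and 822 in T250. With each array left out in turn, the number in Lo5 ran from 308 (without replicate 2 at 4 d) to 668 (without the array labelled Lo5 1 d replicate 3), and that in T250 from 772 (without replicate 2 at 4 d) to 1936 (without replicate 3 at 4 d). The difference between the lines at 4 d had an adjusted p of up to 0.05 for 0 of 29830 transcripts in limma and 0 of 26909 in the counterpart of the methods' t-test. An unadjusted p of up to 0.05 was reached by 1203 and 1591. Without the array labelled Lo5 1 d replicate 3 the number in limma was also 0, with a lowest adjusted p of 0.0551, against 0.166 with it.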

Regarding the genotype-dependent transcriptome responses linked to N nutrition, it was reported a description of changes due to low N condition (0.2 mM vs. 2 mM) in two Tibetan wild barley genotypes exhibiting different tolerance to this nutritional stress [21]. When contrasting normal and low N conditions, twice as many genes were modulated in the tolerant barley line comparing to the susceptible one both at 6 and 48 h of treatment. Differences among these data and those observed in the present work could be ascribed to plant species and/or experimental conditions. Furthermore, Lo5 and T250 lines showed a different transcriptional behavior in terms of the number of modulated transcripts also in response to NO_3_^−^ treatment [17]. The differential expression of a selected set of transcripts identified through the four comparisons was confirmed by Real-time RT-PCR experiments (Table S2). 

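The log2 ratios of the arrays for the transcripts of Table S2 were −1.11 for APR (AC189750.4_FGT004) and 1.69 for cysteine synthase C1 (GRMZM2G036708_T01) in Lo5 at 1 d, and 1.88 for NAC47 (GRMZM2G011598_T01) in Lo5 at 4 d. The adjusted p of these transcripts in limma was 0.954, 0.954 and 0.137. Without the array labelled Lo5 1 d replicate 3 the log2 ratio of APR at 1 d was −0.93 and that of cysteine synthase C1 was 1.35. For YSL3 (GRMZM2G156599_T01) in T250 at 4 d every 0 d spot was marked as non-uniform, and with these spots kept its log2 ratio was −1.99 (adjusted p = 0.0749).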

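Over the 7 pairs of a transcript and a comparison that the arrays measured, the log2 ratios of the arrays and the log2 of the paper's Real-time RT-PCR fold changes had a Pearson r of 0.995 (R² = 0.9905, exact permutation test, p = 4.0e-04) and a Spearman rho of 1 (exact permutation test, p = 4.0e-04). Both p-values are two-sided. The values of a pair differed by 0.01 to 0.83 on the log2 scale, and 5 pairs were up and 2 down. Without the 2 pairs farthest from the median of the array values r was 0.985. With the non-uniform spots kept, all 8 pairs had a value and r was 0.994 (R² = 0.9875, exact permutation test, p = 5.0e-05). The paper's own values for the 8 pairs in Table S2 also gave R² = 0.9875, below the R² that the paper states. The pairs are of transcripts chosen by the authors among the modulated ones, and a single transcript gave 2 of them.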

Expression data of eight transcripts obtained with both techniques (microarray and Real-time RT-PCR) were congruent as suggested by the results of correlation analysis (R^2^ = 0.998, Figure S1). The selection of these transcripts was made considering their involvement in N (NO_3_^−^ and NH_4_^+^) uptake and other metabolic processes linked to nutrient homeostasis.

### 2.1. Maize Root Responses to Growth without N: Transcripts Commonly Modulated in Both Inbred Lines

Only a small number of transcripts (one at 1 d and 36 at 4 d) were commonly, and in the same direction, modulated by the two inbred lines during the growth without N (Figure 1A,B and Table 2). These results suggest that the two maize lines adopt different molecular strategies in root in order to respond to the shortage of N. Anyway, these commonly modulated transcripts represent the genotype-independent responses to this nutritional stress. 

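Among the transcripts tested in both lines, 7 of 29705 passed the threshold of the methods in the same direction at 1 d (4 up, 3 down). Chance would give 1.27. At 4 d the number was 129 (74 up, 55 down) of 29830, where chance would give 10.2. A further 7 transcripts passed it in opposite directions at 4 d, and 0 at 1 d. The overlap of the lists whatever the direction had p = 0.0138 at 1 d and p = 1.0e-73 at 4 d (Fisher's exact test). With quantile normalization 133 were shared at 4 d (103 up, 30 down). The methods' t-test shared 1 transcript of 26696 at 1 d and 27 of 26909 at 4 d, where chance would give 3.16 at 4 d. Transcripts are not independent of each other, so these p-values describe the lists only. Of the 36 transcripts of Table 2, 30 could be tested in both lines and all of these changed in the same direction in both (17 up, 13 down). Their median size was 2.07 in Lo5 and 2.04 in T250 on the log2 scale. An adjusted p of up to 0.05 was reached by 8 in Lo5, 11 in T250 and 6 in both. These transcripts were chosen on the same arrays.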

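Across all transcripts, which are not independent replicates, the log2 ratios of Lo5 and T250 had a Pearson r of 0.355 at 4 d and 0.005 at 1 d, and 0.001 at 1 d without the array labelled Lo5 1 d replicate 3. Of the 513 transcripts past the threshold of the methods in Lo5 at 4 d that were tested in T250, 88.1% had the same sign in T250, and of the 1171 of T250, 81.1% had the same sign in Lo5. From the small number of transcripts that the lines share, the paper proposes that the lines adopt different molecular strategies in the root, and takes the shared transcripts as the genotype-independent response.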

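The level of GRMZM2G162739_T01, a transcript for a NAC protein, went in Lo5 from −1.84 ± 0.37 (SD, n = 3) at 0 d to 0.06 ± 0.24 (SD, n = 2) at 4 d, a log2 ratio of 1.89 (standard error 0.29, adjusted p = 0.0483). In T250 it went from −1.05 ± 0.09 (SD, n = 3) at 0 d to 0.56 ± 0.30 (SD, n = 3) at 4 d, a log2 ratio of 1.62 (standard error 0.26, adjusted p = 0.0428). Between the lines the responses differed by 0.28 (standard error 0.39, adjusted p = 1.00).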

Focusing on 4 d, we interestingly observed an upregulation of a transcript (*GRMZM2G162739_T01*) encoding a protein belonging to plant protein family NAC (no apical meristem (NAM), *Arabidopsis* transcription activation factor (ATAF), Cup-shaped cotyledon (CUC)) (Table 2) known to play a role in the control of responses to several biotic and abiotic stress [22]. Therefore, this transcription factor could be involved in the regulation of N shortage responses in the root of both lines. It has already been reported for poplar that the root responses to low N condition are linked to hierarchically structured genetic sub-networks and one of them is centered on *PtaNAC1* [10]. Furthermore, the modulation of this genes is linked to changes in root biomass and expressions of other connected hub genes under low N [10]. Indeed, other regulatory pathways can be involved in the changes induced in roots during the responses to N deficiency as suggested by the differential expression of genes encoding for basic-helix-loop-helix (bHLH), ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR (ERF) and MYB transcription factors. We observed a downregulation of a transcript (*GRMZM2G120021_T01*; Table 2) for a bHLH homologous to an Arabidopsis protein (37% of amino acid identity; AT4G37850.1) encoded by a jasmonate (JA) responsive gene [23]. 

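In Lo5 the log2 ratio of GRMZM2G120021_T01 at 4 d was −1.61 (standard error 0.76, adjusted p = 0.674, n = 2 at 0 d). In T250 all 0 d spots of this probe were marked as non-uniform, and with them kept the log2 ratio was −1.48 (adjusted p = 0.308).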

The expression of the JA responsive genes also including *JAZ* (jasmonate ZIM-domain) genes is controlled by JASMONATE-INSENSITIVE 3 (JAI3) and other JAZ proteins among which JAZ1 in Arabidopsis [23]. AtJAI3 and AtJAZ, whose levels are controlled by protein degradation induced by JA, negatively regulate the key transcriptional activator of jasmonate responses, AtMYC2. AtMYC2 activates JA responsive genes including JAZ genes as *JZ1*. Interestingly, we observed in both maize lines grown without N a positive modulation of a transcript (*GRMZM2G145458_T01*; Table 2) encoding a JAZ protein. 

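GRMZM2G145458_T01 had a log2 ratio at 4 d of 1.52 (standard error 0.28, adjusted p = 0.129, n = 2 at 0 d) in Lo5 and of 1.19 (standard error 0.28, adjusted p = 0.102, n = 2 at 0 d) in T250, with a difference between the lines of 0.33 (standard error 0.39, adjusted p = 1.00). In Lo5 the adjusted p with the non-uniform spots kept was 0.0419.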

On the basis of these results, it could be hypothesized that in both lines the response to N starvation is regulated by JA through a mechanism similar to that depicted for *Arabidopsis thaliana* that involves the activity of JAZ proteins and MYC2 in a feed-back loop explaining the rapid responses to JA and the subsequent rapid switch off [23]. Moreover, also ethylene can play a role in controlling maize root responses to growth without N as suggested by the upregulation of an ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR (ERF) (*GRMZM2G080516_T01*; Table 2). 

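For GRMZM2G080516_T01 the increase at 4 d was 1.78 (standard error 0.94, adjusted p = 0.695) in Lo5 and 1.71 (standard error 0.94, adjusted p = 0.471) in T250 on the log2 scale, each on 3 arrays per day. The shared spread behind these standard errors includes T250 1 d replicate 2 at −9.07, not well above background. The spots lay from −4.18 to −3.62 at 0 d and −2.47 to −1.43 at 4 d in Lo5. In T250 they lay from −3.58 to −3.09 and from −1.99 to −1.23.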

In cucumber leaves, genes involved in JA and ethylene signal (e.g., ERFs) were reported to be positively affected between 3 and 6 h of N starvation [12]. Furthermore, it was hypothesized that ethylene and auxin signal could regulate the anthocyanin synthesis controlling the expression of a cucumber hub gene orthologous to *AtMYB12* [12]. Another MYB gene, *AtMYB112*, controls anthocyanins biosynthesis in *Arabidopsis* seedlings under salinity and high light stress but not in response to 6 d-N shortage [24]. 

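The transcript GRMZM2G134279_T01, for a MYB protein, had a log2 ratio at 4 d of 2.07 (standard error 0.40, adjusted p = 0.111, n = 2 at 4 d) in T250. In Lo5 its spots were marked as non-uniform on every array at both days, and with them kept the log2 ratio was 1.42 (adjusted p = 0.174).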

In both inbred lines we recorded after 4 d of growth without N an overexpression of a transcript encoding a MYB protein (*GRMZM2G134279_T01*, Table 2) orthologous to *AtMYB112* (80% amino acid identity). 

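Of the UGT transcripts of Table 2, GRMZM2G178209_T01 had a log2 ratio at 4 d of 3.19 (standard error 0.70, adjusted p = 0.184, n = 1 at 4 d) in Lo5 and 1.79 (standard error 0.49, adjusted p = 0.136) in T250. AC199541.4_FGT004 had 1.37 (standard error 0.52, adjusted p = 0.602, n = 1 at 4 d) in Lo5. Where a group has a single spot left, its sample is assumed to vary like those of the other groups. With the non-uniform spots kept, GRMZM2G178209_T01 had 3.62 (adjusted p = 0.0158) in Lo5, and AC199541.4_FGT004 had 1.07 (adjusted p = 0.279) in T250, where it has no value otherwise.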

Besides, two UDP-glucosyl transferase (UGT) transcripts were positively modulated (*GRMZM2G178209_T01* and *AC199541.4_FGT004*; Table 2). Taken together, these results suggest that, as previously observed in cucumber leaves after 3 h of N starvation [12], also in maize roots the shortage of this nutrient could have a stimulatory impact on anthocyanin synthesis even in a longer time (4 d).

It has been proved in *Arabidopsis* that the regulation of lateral root formation based on the cross-talk of JA and auxin is mediated by an ERF protein (AtERF109) that controls the expression of *AtASA1* and *AtYUC2* encoding key enzymes for auxin biosynthesis [25]. 

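GRMZM2G017193_T01, a transcript for a flavin monooxygenase-like enzyme, had a log2 ratio at 4 d of 2.24 (standard error 0.52, adjusted p = 0.195) in Lo5 and 2.23 (standard error 0.52, adjusted p = 0.0814) in T250, a difference between the lines of 0.01 (standard error 0.74, adjusted p = 1.00).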

The positive modulation of a transcript (*GRMZM2G017193_T01*, Table 2) encoding a protein homologous to the flavin monooxygenase-like enzyme AtYUC2 suggests that auxin could play a role in lateral root formation in response to growth without N using a similar way of integrating JA- and auxin signaling. 

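The class III peroxidase transcript of Table 2, GRMZM2G138450_T01, was well above background on all arrays at 0 d and on none at 4 d in either line. It was at least 146-fold lower at 4 d in Lo5 (adjusted p = 0.0428) and at least 46.7-fold lower in T250 (adjusted p = 0.0291). These bounds leave out marked spots and set the mean of the bright group against the mean, per array of the dim group, of the higher of the dim probe's own signal and the lowest signal among the probes well above background. The pectin lyase-like transcript GRMZM2G455564_T01 had a log2 ratio of −1.41 (standard error 0.27, adjusted p = 0.0871) in Lo5 and −1.14 (standard error 0.27, adjusted p = 0.0821) in T250. With normexp background correction of the median signals the value in T250 was 0.97, of the opposite sign, and 0.39 relative to the median of all transcripts.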

Anyway, the downregulation of two transcript for a class III peroxidase and a pectin lyase-like protein, respectively (Table 2) allows for hypothesizing that the N shortage negatively regulates the molecular mechanisms playing a role in cell wall loosening at the level of root elongation zone [26,27].

### 2.2. Root Transcriptional Responses Specific for the High-NUE Line Lo5

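Of the transcripts tested in both lines, limma placed 176 past the threshold of the methods in Lo5 alone at 1 d. At 4 d the number was 384, which counts the 7 that passed it in T250 in the opposite direction. To ask whether the response differed between the lines, the 555 transcripts that the paper lists for Lo5 alone at 4 d (Table S3) were followed in T250, where 510 could be tested. In T250 409 of them (80.2%) changed in the direction given for Lo5, with a median of 0.81 in that direction on the log2 scale (limma's fry, adjusted p = 4.8e-04 over the 2 lists). Marked spots were kept for these values, as fry takes no missing ones, but not for the difference between the lines. The share was 65.5% with normexp background correction of the median signals. The difference between the lines had an adjusted p of up to 0.05 in limma for 0 of 485 of these transcripts over all transcripts tested and for 11 adjusted over the list alone, while 98 had an unadjusted p of up to 0.05. The list was chosen on the Lo5 arrays used in this difference, so the adjustment over the list alone is not independent evidence.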

Concerning the root transcriptional responses specific for Lo5 during the growth without N it turned out that 38 and 555 transcripts were modulated only in this inbred line after 1 d and 4 d respectively (Figure 1A,B, Table S3). MapMan overview of the distribution of these genes in main functional categories (Figure 2) underlined that at 1 d N shortage the most affected transcripts are not assigned to a specific metabolic pathway (Figure 2). The other most modulated categories are RNA metabolic processes, secondary metabolism and protein metabolic processes. All of them, in general, in a negative way (Figure 2). Some positively modulated transcripts are involved in metabolic pathways such as lipid metabolism, metabolism and transport of amino acid, hormone metabolism and redox processes (Figure 2). Also, after 4 d of N deprivation, the higher number of modulated genes are not assigned to a specific pathway or process and RNA metabolic processes (Figure 2). However, at this time we observed a higher number of transcripts involved in RNA metabolic process (e.g., regulation of transcriptions) that are positively affected by N deprivation. A similar trend can be observed for transcripts linked to protein metabolic processes (e.g., protein degradation and post-translational modification) (Figure 2). Other abundant categories are represented by signaling and transport processes (Figure 2). Like at 1 d, we observed a predominant upregulation of amino acid and lipid metabolic pathways, hormone metabolism and redox processes (Figure 2). In addition, at this time N shortage affected in Lo5 roots the expression of transcripts involved in cell wall metabolism and in the responses to stresses (Figure 2).

Delving deeper into the analysis of these specific changes in gene expression both after 1 and 4 d in Lo5 inbred line, N shortage had an impact on the metabolism of secondary compounds, in particular phenolics, and on cell wall metabolism (Table S3). In particular, focusing on the synthesis of amino acid precursor of phenylpropanoids, the 4-d N-shortage caused a different impairment on the synthesis on the phenylalanine (Phe) and tyrosine (Tyr) biosynthetic pathways as showed by the downregulation of a transcript for a chorismate mutase (CM, *AC198937.4_FGT003*) and an upregulation of another one encoding arogenate dehydratase (PDT, *GRMZM2G437912_T01*) (Table S3) suggesting specific positive effects on the synthesis of Phe [28]. 

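The chorismate mutase transcript AC198937.4_FGT003 went in Lo5 from 1.31 ± 0.53 (SD, n = 3) at 0 d to −0.39 ± 0.33 (SD, n = 3) at 4 d, a log2 ratio of −1.70 (standard error 0.77, adjusted p = 0.646), and in T250 its log2 ratio was −1.62 (standard error 0.77, adjusted p = 0.390). For the arogenate dehydratase GRMZM2G437912_T01 the 0 d spots in Lo5 were all marked as non-uniform, and with them kept the log2 ratio was 1.13 (adjusted p = 0.236).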

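In Lo5 at 4 d the chalcone synthase transcript AC191551.3_FGT003 had a log2 ratio of −1.60 (standard error 0.93, adjusted p = 0.745, n = 2 at 0 d) and the chalcone-flavanone isomerase transcript GRMZM5G882986_T01 of 1.00 (standard error 0.45, adjusted p = 0.659, n = 2 at 4 d). The corresponding values in T250 were −2.90 (standard error 0.83, adjusted p = 0.145) and 1.76 (standard error 0.45, adjusted p = 0.123, n = 2 at 4 d).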

Concerning phenylpropanoid biosynthesis, we observed a reduction of the expression level of a chalcone synthase (CHS) transcript after 4 d (*AC191551.3_FGT003*) with a concomitant increase for a chalcone-flavanone isomerase (CHI, *GRMZM5G882986_T01*) transcript (Table S3). 

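The ferulic acid 5-hydroxylase transcript AC210173.4_FGT005 had a log2 ratio of 1.45 (standard error 0.47, adjusted p = 0.452) in Lo5 and 0.21 (standard error 0.47, adjusted p = 0.897) in T250 at 4 d, a difference between the lines of 1.24 (standard error 0.67, adjusted p = 1.00).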

Based on these results it can be inferred a positive modulation in Lo5 roots of the synthesis of flavanone-based flavonoids among which anthocyanins supported by the upregulation of a ferulic acid 5-hydroxylase (FAH, *AC210173.4_FGT005*, Table S3). In fact, it was shown that *AtFAH1* plays a role in anthocyanin biosynthesis under stress condition in *Arabidopsis* [29,30]. Other class of secondary metabolites resulted affected by the N deficiency. 

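For the geranylgeranyl pyrophosphate synthase transcript GRMZM2G058404_T01 the log2 ratio in Lo5 at 4 d was −1.42 (standard error 0.51, adjusted p = 0.515). The terpenoid cyclase transcripts GRMZM2G049538_T01 and GRMZM2G445854_T01 had −1.62 (standard error 0.72, adjusted p = 0.636, well above background on 2 of 3 arrays at 4 d) and −2.14 (standard error 1.79, adjusted p = 0.862). All 3 decreased under each scaling tried.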

A negative regulation of terpenoid metabolic processes linked to gibberellin biosynthesis was recorded in particular at 4 d as proved by the repression of transcripts encoding a geranylgeranyl pyrophosphate synthase and two terpenoid cyclases/protein prenyltransferases (ent-kaurene synthases, KS) [31], respectively (Table S3). The hypothesized reduction of gibberellins (GA) in roots of Lo5 in response to N shortage could be involved in the control of root growth. It was reported that GA can control the root growth [27,32] through the modulation of the expression of xyloglucan endotransglycosylase/hydrolase (XTH) genes playing a role in cell wall loosening in the elongation zone [27]. 

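Table S3 lists 6 expansin transcripts for Lo5 at 4 d. One of them, GRMZM2G409286_T01, was not well above background on any array of Lo5 at 0 d or 4 d, and no fold is given. Of the other 5, GRMZM2G359799_T01 rose by 2.26 (standard error 0.58, adjusted p = 0.255) on the log2 scale and 4 decreased, under each scaling tried. GRMZM2G064174_T01 had the lowest log2 ratio, −2.99 (standard error 1.04, adjusted p = 0.479). The values of the other 3 were −2.34 (standard error 1.21, adjusted p = 0.695) for AC234190.1_FGT001, −1.95 (standard error 0.68, adjusted p = 0.476, well above background on 1 of 3 arrays at 4 d) for GRMZM2G100931_T01 and −1.39 (standard error 0.40, adjusted p = 0.339) for GRMZM2G082520_T01. The XTH transcript GRMZM2G388684_T01 had a log2 ratio of −0.48 (standard error 1.04, adjusted p = 1.00) in Lo5.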

Even though no modulation of (XTH) transcripts was recorded in Lo5 at 4 d, we observed a general downregulation of those encoding expansins (EXP, Table S3) that take part in the same process [27]. Besides, the induction of a transcript encoding a cellulase (CEL) and the repression of another one for cellulose synthase (CESA) suggest that secondary cell wall deposition can be positively affected (Table S3) [27]. However, another transcript encoding a protein showing homology to the *Arabidopsis* cellulose synthase-like D 3, AtCLSD3 (*GRMZM2G367267_T01*, Table S3) was repressed. 

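The cellulase transcript that Table S3 lists for Lo5 at 4 d, GRMZM2G165633_T01, was at least 2.35-fold lower at 4 d than at 0 d (adjusted p = 0.250), and was not well above background on any array at 4 d. The cellulose synthase transcript GRMZM2G104092_T01 was not well above background on any array of either day in Lo5, so no fold is given.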

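GRMZM2G367267_T01 had a log2 ratio at 4 d of −1.02 (standard error 0.46, adjusted p = 0.651) in Lo5 and −0.68 (standard error 0.46, adjusted p = 0.578) in T250.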

AtCLSD3 plays a role in root growth and cell elongation in response to phosphate (Pi) starvation [33] suggesting an involvement of different cellulase genes on root morphology in a nutrient-specific way. Taken together, these results reinforce the hypothesis that the N deprivation could cause a negative impairment of molecular mechanism linked to the root elongation zone whilst positive effects on processes that occurs in the root differentiation zone. In addition, it was reported that GAs negatively control root growth and the increase of NO_3_^−^ uptake in cucumber not only under conditions of short-term suboptimal root-zone temperatures but also under optimal temperature condition [34]. In this context, the hypothesized reduction of GA in Lo5 roots could be linked to the repression of the *ZmNRT2.2* (*GRMZM2G010251_T01*, Table S3) after 4 d of growth without N. Moreover, at the same time point we recorded an upregulation of *ZmAMT3.3* (*GRMZM2G043193_T01*, Table S3). Conversely, Dechorgnat et al. [35] observed in the maize inbred B73 an opposite transcriptional behavior for *ZmNRT2.2* in plants growth under sufficient and low N conditions. Furthermore, in the same experiment the expression of *ZmAMT3.3* expression was independent of N levels. 

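The level of ZmNRT2.2 in Lo5 went from 1.39 (n = 1) at 0 d to −1.73 ± 0.32 (SD, n = 3) at 4 d, a log2 ratio of −3.13 (standard error 1.93, adjusted p = 0.771). Of its 3 spots at 0 d, 2 were marked as non-uniform, so the remaining sample is assumed to vary like those of the other groups, and with all spots kept the log2 ratio was −3.44 (adjusted p = 0.485). ZmAMT3.3 went from −1.42 ± 0.78 (SD, n = 3) at 0 d to 0.69 ± 0.31 (SD, n = 2) at 4 d, a log2 ratio of 2.11 (standard error 0.84, adjusted p = 0.579), and had 2.20 (adjusted p = 0.407) with the non-uniform spots kept.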

Based on our results, it is possible to infer that the expression of genes involved in NO_3_^−^ and NH_4_^+^ uptake can be genotype-specific or dependent on the experimental conditions.

Among the differentially expressed transcripts identified in Lo5 roots, some of them play a role in the transport of other nutrients, such as phosphorous (P) and magnesium (Mg) (Figure 2 and Table S3). In particular, N starvation induced three transcripts encoding high affinity P_i_ transporter, ZmPHT1;2 (*GRMZM2G139639_T01*), ZmPHT1;6 (*GRMZM5G881088_T01*) and ZmPHT1;8 (*GRMZM2G045473_T01*) [36] and the transcript for the Mg transporter ZmMGT3 (*GRMZM2G064467_T01*) [37] (Table S3). These results suggest that the growth without N can positively affect the uptake of other macronutrients such as P and Mg. However, in the case of sulfur (S), after 1 d and 4 d we recorded a negative modulation of a transcript for an adenosine 5′-phosphosulfate (APS) reductase (APR, *AC189750.4_FGT004*). This result agrees with the previously reported negative impact on gene expression and activity concerning APRs in *Arabidopsis thaliana* roots under N starvation [38].

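ZmPHT1;2 was not well above background on any Lo5 array at 0 d and was at least 4.38-fold higher at 4 d (adjusted p = 0.0333). In T250 it was not well above background at either day. ZmPHT1;6 went in Lo5 from −3.75 ± 0.18 (SD, n = 3) at 0 d to 2.21 ± 0.52 (SD, n = 3) at 4 d, a log2 ratio of 5.96 (standard error 1.08, adjusted p = 0.0668), against a log2 ratio of 0.83 (standard error 1.08, adjusted p = 0.792, well above background on 2 of 3 arrays at 0 d) in T250 and a difference between the lines of 5.13 (standard error 1.52, adjusted p = 1.00). For ZmPHT1;8, which was not well above background at 0 d in either line, the increase was at least 1.32-fold in Lo5 (adjusted p = 0.391) and at least 2.85-fold in T250. With normexp background correction of the median signals its log2 ratio in Lo5 was −0.11, or 0.12 relative to the median of all transcripts. ZmMGT3 had a log2 ratio of 1.17 (standard error 0.33, adjusted p = 0.338) in Lo5 and 0.27 (standard error 0.33, adjusted p = 0.778) in T250.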

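In Lo5 the APR transcript went from 0.38 ± 0.15 (SD, n = 3) at 0 d to −0.74 ± 0.38 (SD, n = 3) at 1 d, with a standard error of its log2 ratio of 0.51, and to −1.39 ± 0.33 (SD, n = 3) at 4 d, a log2 ratio of −1.77 (standard error 0.51, adjusted p = 0.348). In T250 the log2 ratio at 4 d was −1.74 (standard error 0.51, adjusted p = 0.145), a difference between the lines of −0.03 (standard error 0.72, adjusted p = 1.00).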

Different actors can play a role in the signal transduction at the basis of these Lo5-specific root responses such as kinases. Interestingly, an increase in expression levels of a transcript (*GRMZM2G344388_T01*, Table S3) encoding a protein showing homology to AtMKK7 belonging to the MKK7-MKK6 module, a suppressor of meristem activity [39], can be linked to the hypothesized reduction of root growth in Lo5 under N starvation. 

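GRMZM2G344388_T01 had a log2 ratio at 4 d of 1.92 (standard error 0.67, adjusted p = 0.476, well above background on 2 of 3 arrays at 0 d) in Lo5 and of 1.54 (standard error 0.67, adjusted p = 0.338) in T250.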

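The transcript GRMZM2G077187_T01, for a homologue of the phosphatase PP2C5, had only spots marked as non-uniform in Lo5 at both days. With them kept its log2 ratio in Lo5 at 4 d was 1.94 (adjusted p = 0.616), against −4.10 (adjusted p = 0.0628) in T250, and the difference between the lines was 6.04 (adjusted p = 0.711). Without them the log2 ratio in T250 was −1.03 (standard error 0.53, adjusted p = 0.483, n = 1 at 0 d).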

Besides, the upregulation of the homologous to the *Arabidopsis* mitogen-activated protein kinase phosphatase PP2C5 (*GRMZM2G077187_T01*, Table S3) reinforces this hypothesis. AtPP2C5 negatively regulates activation of stress-induced MPK3, MPK4, and MPK6 [40]. Conversely, we also recorded a downregulation of transcript (*GRMZM2G172081_T01*, Table S3) encoding a protein showing homology to the plasma membrane-associated proline-rich extensin-like receptor kinase 4 (AtPERK4) that negatively regulates the root growth in the early stages of ABA signaling affecting the Ca^2+^ homeostasis [41]. 

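The transcript GRMZM2G172081_T01 was well above background on all Lo5 arrays at 0 d and on none at 4 d, and was at least 2.60-fold lower at 4 d (adjusted p = 0.630). In T250 it was at least 1.67-fold lower, with 2 of 3 arrays well above background at 0 d.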

Ca^2+^ has been hypothesized playing a role in NO_3_^-^ signaling as second messenger [42] but it could act also in the response to N starvation. In fact, a main upregulation of transcripts for calmodulin, calmodulin binding protein and calcium-binding EF-hand protein transcripts was detected in Lo5 roots after 4 d (Table S3). Furthermore, Lo5 roots appear to respond to N starvation through an alteration of cellular compartment Ca^2+^ concentration, which was proved by the decreased expression level of a lower affinity cation/H^+^ exchanger transcript (CAX, *GRMZM2G011592_T01*, Table S3) [43]. This transcript encodes a protein showing homology to AtCAX1 that is involved in vacuolar storage of Ca^2+^ in mesophyll cells of *Arabidopsis* leaf controlling different processes such as cell wall extensibility as suggested by the altered expression of genes for enzymes involved in cell wall metabolism detected in the loss-of-function mutant *cax1/cax3* [44]. 

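Of the 11 calmodulin, calmodulin-binding and EF-hand transcripts that Table S3 and Table S1 list for Lo5 at 4 d, 8 had a higher and 3 a lower level, under each scaling tried. The largest increase was that of GRMZM2G110080_T01, 1.64 (standard error 0.72, adjusted p = 0.636) on the log2 scale. GRMZM2G318843_T01 had the lowest log2 ratio, −2.95 (standard error 0.43, adjusted p = 0.0454), and was the only member with an adjusted p of up to 0.05. Among the increases GRMZM2G426046_T01 had 0.83 (standard error 0.64, adjusted p = 0.851, n = 1 at 0 d), and 1.20 (adjusted p = 0.500) with the non-uniform spots kept.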

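For the CAX transcript the log2 ratio in Lo5 at 4 d was −1.39 (standard error 1.07, adjusted p = 0.842, n = 1 at 0 d), the lone 0 d sample being assumed to vary like those of the other groups. With the non-uniform spots kept it was −1.17 (adjusted p = 0.718).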

On the basis of data, in Lo5 roots the downregulation of this CAX transcript could be involved in the regulation of cell wall metabolism reducing the expression of the EXP, CESA, CEL and CLS genes.

Focusing on transcription factors with a role in the response to NO_3_^−^ signaling pathway [45], we observed the downregulation of two transcripts encoding an LOB domain-containing protein 37 (LBD37, *GRMZM2G017319_T01*) and a TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING CELL FACTOR (TCP, *AC234521.1_FGT006*), respectively (Table S3). 

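In Lo5 at 4 d the LBD37 transcript went from −2.11 ± 0.49 (SD, n = 3) at 0 d to −4.63 ± 0.32 (SD, n = 3) at 4 d, a log2 ratio of −2.52 (adjusted p = 0.624). The TCP transcript had a log2 ratio of −1.09 (standard error 0.33, adjusted p = 0.391) in Lo5 and −0.69 (standard error 0.33, adjusted p = 0.386) in T250.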

LBD37, LBD38 and LBD39 are negative regulators of anthocyanin biosynthesis and N-response genes [46] justifying the hypothesized increase in the synthesis of these secondary metabolites and the recorded reduction of the expression of *ZmNRT2.2* in Lo5 roots. A downregulation of LBD37 gene in response to N deficiency was also detected among the early N-deprivation responses in *Arabidopsis* roots [47]. In this species, TCP20 factor is a part of NO_3_^−^ signaling under N starvation, modulating the growth of lateral roots [48] and expression of key genes which belong to the anion signaling and assimilation pathways except for *AtNRT2.1* and *AtNiR* (nitrite reductase) [49]. Our results underlined that Lo5 roots respond to the growth without N specifically affecting some component involved in N sensing but also in anthocyanins biosynthesis and in their morphology.

### 2.3. Root Transcriptional Responses Specific for the Low-NUE Line T250

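In limma 402 of the transcripts tested in both lines passed the threshold of the methods in T250 alone at 1 d. At 4 d the number was 1042, which counts the 7 that passed it in Lo5 in the opposite direction. The 446 transcripts that the paper lists for T250 alone at 4 d (Table S3) were followed in Lo5, where 394 could be tested. There 343 (87.1%) changed in the direction given for T250, with a median of 0.59 in that direction on the log2 scale (limma's fry, adjusted p = 4.4e-04 over the 2 lists). Marked spots were again kept for these values, but not for the difference between the lines. In limma the responses of the lines differed at an adjusted p of up to 0.05 for 0 of 376 of them over all transcripts tested and for 2 adjusted over the list alone, while 120 had an unadjusted p of up to 0.05. As the list was chosen on the T250 arrays used in this difference, the adjustment over the list alone is not independent evidence.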

T250 lines specifically affected 82 and 446 transcripts after 1 d and 4 d of N starvation, respectively (Figure 1). The overview of distribution in the main functional categories underlined a main reduction of expression of transcripts and showed that most of them are not assigned to a specific metabolic pathway both at 1 d and 4 d as for Lo5 line (Figure 3). 

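Past the threshold of the methods, limma found 200 transcripts up and 214 down in T250 at 1 d, and 491 up and 692 down at 4 d. The balance at 4 d depended on the scaling. With quantile normalization 678 were up and 603 down, and with normexp background correction of the median signals 223 were up and 129 down. After adjustment 26 transcripts were up and 26 down at 4 d.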

Focusing on 1 d, we observed a general repression for transcripts related to protein and RNA metabolism, cell metabolism and development whilst hormone and lipid metabolisms were positively modulated (Figure 3). After 4 d of N deficiency, the main modulated functional categories are again protein and RNA metabolism and miscellaneous enzyme families, signaling, cell metabolism, development and transport (Figure 3). A negative impact of expression was observed in particular regarding cell wall metabolism, secondary compounds, amino acids and DNA (Figure 3).

Analyzing the T250-specific root transcriptional responses, we can hypothesize that also this maize inbred line responds to the growth without N affecting the metabolism of secondary compounds and cell wall. 

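In T250 at 4 d the CCR transcript GRMZM2G017285_T01 went from −0.50 ± 0.94 (SD, n = 3) at 0 d to −4.80 ± 0.43 (SD, n = 3) at 4 d, a log2 ratio of −4.30 (standard error 0.90, adjusted p = 0.0624). The other CCR transcript, GRMZM2G146031_T01, had a log2 ratio of −5.26 (standard error 0.94, adjusted p = 0.118, n = 1 at 0 d), and −4.65 (adjusted p = 0.0143) with the non-uniform spots kept. The lone 0 d sample left for this probe is assumed to vary like those of the other groups. The CAD transcript GRMZM2G046070_T01 had −1.20 (standard error 0.88, adjusted p = 0.608) and the HCT transcript GRMZM2G178769_T01 had −2.64 (standard error 0.47, adjusted p = 0.0479). In Lo5 the log2 ratios of these 4 transcripts at 4 d were −1.80, −1.12, −0.97 and −0.87. Of these, GRMZM2G017285_T01 was well above background on 1 of 3 Lo5 arrays at 4 d and GRMZM2G046070_T01 on 1 of 3 at each day. For GRMZM2G146031_T01 Lo5 too had a single spot left at 0 d and at 4 d. The largest of the differences between the lines, 4.14 (standard error 1.49, adjusted p = 1.00), was that of this transcript and so rests on single spots in 3 of its 4 groups.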

Focusing on phenylpropanoids, a main decrease of expression of genes involved in lignin branch pathway is underlined by the repression of transcripts encoding key enzymes of monolignol synthesis such as cinnamoyl-CoA reductase (CCR, *GRMZM2G017285_T01* and *GRMZM2G146031_T01*), cinnamyl alcohol dehydrogenase (CAD, *GRMZM2G046070_T01*) and hydroxycinnamoyl-coenzyme A shikimate/quinate hydroxycinnamoyltransferase (HCT, *GRMZM2G178769_T01*) (Table S3) [50,51]. Only one transcript for another HCT resulted upregulated at the same time point (*GRMZM2G089698_T01*; Table S3). 

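GRMZM2G089698_T01 had a log2 ratio at 4 d of 2.77 (standard error 0.75, adjusted p = 0.123) in T250 and 0.95 (standard error 0.75, adjusted p = 0.845) in Lo5.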

Taken together, these results suggest that N shortage caused a negative impact on the lignification of cell wall linked to other specific modification of this cell compartment. In fact, N starvation had a negative impact on the levels of transcripts for pectin lyase (PL, *GRMZM2G179444_T01*), pectin methylesterase (PME, *GRMZM2G138999_T01*), CESA (*GRMZM2G082580_T01* and *GRMZM2G142685_T01*), XTH (*GRMZM2G388684_T01*) and EXP (*GRMZM2G094990_T01*) (Table S3) reinforcing the hypothesis of a block of the root growth under N starvation in maize roots [27]. 

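The PL transcript, listed at 1 d in Table S3, was well above background on 2 of 3 T250 arrays at 0 d and on none at 1 d, and was at least 1.25-fold lower at 1 d. The PME transcript was at least 1.77-fold lower at 4 d (adjusted p = 0.282), also with 2 of 3 arrays well above background at 0 d and none at 4 d. Of the CESA transcripts, GRMZM2G082580_T01 had a log2 ratio at 4 d of −1.10 (standard error 0.28, adjusted p = 0.103), and GRMZM2G142685_T01, whose 0 d spots were all marked as non-uniform, had −1.37 (adjusted p = 0.0637) with them kept. XTH had −2.11 (standard error 1.04, adjusted p = 0.408) and EXP −1.77 (standard error 0.43, adjusted p = 0.0887). For EXP the difference between the lines was 1.00 (standard error 0.61, adjusted p = 1.00).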

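The KS transcript that Table S3 lists for T250 at 1 d, GRMZM2G117319_T01, was well above background on 2 of 3 arrays at 0 d and on none at 1 d, and was at least 3.15-fold lower at 1 d. The XTH transcript GRMZM2G388684_T01 had a log2 ratio of −0.04 (standard error 1.04, adjusted p = 1.00) in T250 at 1 d.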

In the case of T250 roots, we observed not only the downregulation at 1 d of a KS transcript involved in GA synthesis [31] (Table S3) but also of one encoding a XTH that can be induced by GA as previously mentioned [27]. Moreover, after 4 d peroxidase (PRX) genes were all repressed (Table S3) and this transcriptional behavior agreed with their hypothesized active role in cell wall loosening linked to root growth [27]. 

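Of the 7 peroxidase transcripts listed for T250 at 4 d, 6 had a lower level at 4 d. The other, GRMZM2G041308_T01, was not well above background on any array of either day, so it has no direction. GRMZM2G089982_T01 had a log2 ratio of −2.76 (standard error 0.39, adjusted p = 0.0286). Of the others that were well above background on all arrays, GRMZM2G382379_T01 had −1.68 (standard error 0.42, adjusted p = 0.0950), GRMZM2G023840_T01 had −1.49 (standard error 0.40, adjusted p = 0.180, n = 2 at 4 d and n = 2 at 0 d) and GRMZM2G085967_T01 had −1.23 (standard error 0.35, adjusted p = 0.140). GRMZM2G150731_T01 was not well above background at 4 d and was at least 2.53-fold lower, and with normexp background correction of the median signals its log2 ratio was 1.02, or 0.44 relative to the median of all transcripts.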

Moving to effects of N deficiency on nutrient transport and assimilation, contrarily to Lo5, in T250 roots was observed an increased expression of the *ZmNRT1.5* (*GRMZM2G044851_T01*, Table S3) at both time points, a reduction of *ZmPHT1;13* (*GRMZM2G070087_T01*) level and an increase in the expression of a APS kinase transcript (*GRMZM5G845021_T01*) at 4 d (Table S3). 

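ZmNRT1.5 in T250 went from 0.65 ± 0.29 (SD, n = 3) at 0 d to 3.81 ± 0.09 (SD, n = 3) at 1 d, a log2 ratio of 3.16 (standard error 0.57, adjusted p = 0.161), and to 4.01 ± 0.14 (SD, n = 3) at 4 d, a log2 ratio of 3.36 (standard error 0.57, adjusted p = 0.0428). The log2 ratio of ZmPHT1;13 in T250 at 4 d was −5.44 (standard error 1.28, adjusted p = 0.160, n = 2 at 0 d), and −5.31 (adjusted p = 0.0526) with the non-uniform spots kept. In Lo5 all 3 of its spots at 0 d were marked as non-uniform, and with these kept the log2 ratio at 4 d was −3.25 (adjusted p = 0.420). The APS kinase transcript had 1.62 (standard error 0.80, adjusted p = 0.413) in T250 and 1.27 (standard error 0.90, adjusted p = 0.812, n = 2 at 0 d) in Lo5.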

Interestingly, regarding the assimilatory pathway of N, we recorded the upregulation of the transcript encoding the plastidial glutamine synthetase 2 (ZmGS2) previously identified and characterized in roots of the same inbred line in response to the absence and/or different source of N [52]. 

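The glutamine synthetase transcript listed for T250 at 4 d, GRMZM2G098290_T01, was well above background on 0 of 3 arrays at 0 d and 1 of 3 at 4 d, and its signal at 4 d did not exceed the limit set by the dimmest measured probes, so no fold is given. In Lo5 it was not well above background on any array of either day.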

As shown for Lo5, Mg transport also seems to be affected as suggested by the upregulation of a transcript encoding a Mg transporter (*ZmMGT7*, *GRMZM2G458879_T01*) (Table S3).

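ZmMGT7 was well above background on 1 of 3 T250 arrays at 4 d and on none at 0 d, and no fold is given.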

Concerning mechanisms linked to signal transduction in T250 roots under N shortage, we recorded the modulation of several transcripts encoding kinases and receptor-like kinase (Table S3) at the second time point. A gene encoding a PERK (*AC211175.3_FGT005*) showing homology to AtPERPK8 was repressed after 4 d (Table S3). 

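The PERK transcript had a log2 ratio at 4 d of −1.12 (standard error 0.34, adjusted p = 0.164) in T250 and −0.60 (standard error 0.34, adjusted p = 0.733) in Lo5, with a difference between the lines of 0.51 (standard error 0.48, adjusted p = 1.00).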

AtPERPK8 was reported to be a negative regulator of root growth [53]. On the other hand, unlike Lo5, the regulation of cytosolic Ca^2+^ concentration seemed to be not affected in T250 since we did not detect the modulation of any CAX transcript. 

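In T250 at 4 d the CAX transcript named for Lo5, GRMZM2G011592_T01, had a log2 ratio of −1.29 (standard error 0.75, adjusted p = 0.509). Its response in Lo5, with a single spot left at 0 d, minus that in T250 was −0.10 (standard error 1.30, adjusted p = 1.00).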

Only the repression of a gene encoding a protein homologous to the Ca^2+^-ATPase AtACA11 (*GRMZM2G476000_T01*, Table S3) was actually recorded. It was reported that this gene is not directly involved in the modulation of vacuolar Ca^2+^ concentration under stress condition as hypoxia [54]. On the other hand, other elements of Ca^2+^ homeostasis are influenced by N deprivation at 4 d in T250. 

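GRMZM2G476000_T01 had a log2 ratio at 4 d of −1.01 (standard error 0.31, adjusted p = 0.164) in T250 and −0.47 (standard error 0.31, adjusted p = 0.785) in Lo5.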

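In T250 at 4 d the CAMTA transcript GRMZM2G447551_T01 had a log2 ratio of 1.29 (standard error 0.51, adjusted p = 0.320).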

In fact, in this inbred line an upregulation of a transcript encoding a transcription factor belonging to the family of calmodulin-binding transcription activators (CAMTAs) (*GRMZM2G447551_T01*, Table S3) was observed. CAMTAs are involved in responses to biotic and abiotic stresses in Arabidopsis and tomato [55].

As previously analyzed for Lo5, considering genes encoding transcription factors involved in NO_3_^-^ signaling pathway, in the low NUE line T250 we recorded after 4 d a downregulation of a transcript for the ortholog of AtLBD38 (*GRMZM2G177110_T01*), that with AtLBD37 and AtLBD39 plays a role the repression of N-responsive genes and genes involved in NO_3_^−^ assimilation [46]. 

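The LBD38 transcript in T250 went from 4.17 ± 0.28 (SD, n = 3) at 0 d to 3.04 ± 0.17 (SD, n = 3) at 4 d, a log2 ratio of −1.13 (standard error 0.44, adjusted p = 0.283).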

Interestingly, the two maize inbred lines respond to growth without N affecting two different LBD proteins. Unlike *Arabidopsis*, where N deficiency simultaneously downregulated both *AtLBD37* and *AtLBD38* [47], in maize we observed a genotype-specific modulation of their two homologous genes. Conversely to Lo5, a positive modulation a transcript encoding a TCP factor (*GRMZM2G120151_T01*) at the same time point is recorded (Table S3). It could be hypothesized that in T250 roots the N starvation activates the NO_3_^−^-responsive genes as previously assumed in *Arabidopsis* where this activation is based on positive effects due to the interaction between NLP7 and TCP20 and negative regulation from LBD37/38/3 [45]. 

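Each of the LBD transcripts was also measured in the other line. In T250 LBD37 (GRMZM2G017319_T01) went from −0.37 ± 0.63 (SD, n = 3) at 0 d to −2.14 ± 2.56 (SD, n = 3) at 4 d, a log2 ratio of −1.77 (adjusted p = 0.532), with −1.66, 0.15 and −4.90 on the arrays of replicates 1, 2 and 3 at 4 d. LBD38 at 4 d had a log2 ratio of −1.27 (standard error 0.44, adjusted p = 0.473) in Lo5. The difference between the lines was −0.75 (standard error 1.56, adjusted p = 1.00) for LBD37 and −0.14 (standard error 0.62, adjusted p = 1.00) for LBD38.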

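GRMZM2G120151_T01 had a log2 ratio at 4 d of 1.37 (standard error 0.63, adjusted p = 0.373, well above background on 2 of 3 arrays at 0 d) in T250. In Lo5 it was not well above background on any array of either day.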

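ZmNRT1.5 in Lo5 had a log2 ratio of 2.07 (standard error 0.57, adjusted p = 0.954) at 1 d and 0.70 (standard error 0.57, adjusted p = 0.852) at 4 d. Without the array labelled Lo5 1 d replicate 3 the value at 1 d was 1.63. At 4 d the difference between the lines was −2.66 (standard error 0.81, adjusted p = 1.00), with an unadjusted p of 0.00532 in limma.

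**Figure D2:**
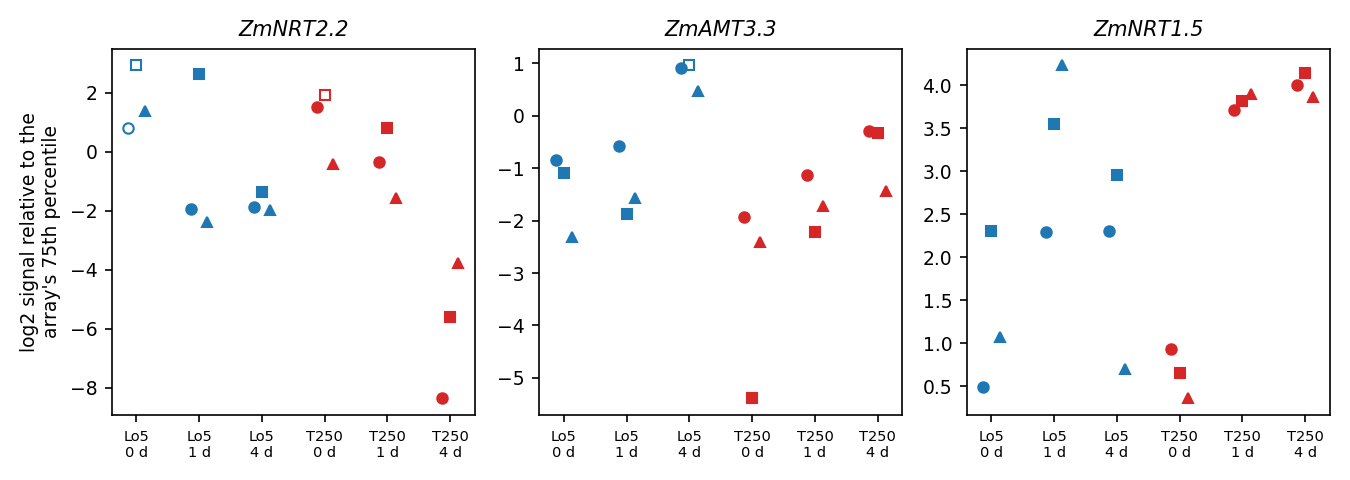
Levels of ZmNRT2.2, ZmAMT3.3 and ZmNRT1.5 on each array, by line (Lo5 blue, T250 red) and day, with a symbol for each biological replicate (circle, square and triangle for 1, 2 and 3). Open symbols are spots marked as non-uniform. The vertical axes, which differ between the panels, give the log2 signal relative to the 75th percentile of the array. ZmNRT1.5 was higher on the 6 T250 arrays at 1 d and 4 d than on the 3 at 0 d.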

Only in T250 we found upregulation of genes involved in NO_3_^−^ transport (*ZmNRT1.5*) and N assimilation (*ZmGS2*) whilst the *ZmNRT2.2* was repressed in Lo5 roots.

### 2.4. Time Course of NO_3_^−^ and NH_4_^+^ Uptake Rates during the Growth in N Starvation in the Two Inbred Lines

The transcriptional differences between Lo5 and T250 observed for transcripts involved in NO_3_^−^ and NH_4_^+^ transport during the growth without N are in line with the rate of ^15^NH_4_^+^ and ^15^NO_3_^−^ uptake determined at 0, 1, 4 and 5 d for both inbred lines (Figure 4 and Figure 5). The growth without N positively and negatively affected the uptakes rates of NH_4_^+^ and NO_3_^−^, respectively. Anyway, the differences are statistically significant only for the high NUE line, Lo5. In particular, in this line, the uptake rate of the cation peaked at 4 days of N starvation (Figure 4). This behavior agrees with the upregulation of the transcript for a high affinity NH_4_^+^ transporter, *ZmAMT3.3*, that was observed at 4 d only in this inbred line thus suggesting its possible involvement in the uptake process (Tables S1 and S3). 

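In T250 ZmAMT3.3 went from −3.24 ± 1.88 (SD, n = 3) at 0 d to −0.68 ± 0.65 (SD, n = 3) at 4 d, a log2 ratio of 2.56 (standard error 0.75, adjusted p = 0.152). Its difference between the lines at 4 d was −0.45 (standard error 1.12, adjusted p = 1.00).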

NH_4_^+^ uptake rate trend is in line with previously results reported in roots of maize plants subjected to N starvation even though accompanied by a reduction of the expression of *ZmAMT1.1a* and *ZmAMT1.3*, the only two genes whose expression was analyzed [56]. A recent transcriptional analysis carried out in B73 maize roots [35] indicated the *ZmAMT1.1A*, *ZmAMT2.1* and *ZmAMT3.2* as genes modulated by N starvation. The results here obtained on the expression of the NH_4_^+^ transporter genes—that are also supported by the changes in NH_4_^+^ uptake rate—suggest that the effect of N starvation on NH_4_^+^ transport phenomena is strongly dependent on the genotypes and/or the experimental conditions.

NO_3_^−^ uptake rate shows a significant decrease after 4 d of growth without N only in Lo5. This behavior agrees with the downregulation of *ZmNRT2.2* observed at the same time point only in this line (Tables S1 and S3). 

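ZmNRT2.2 in T250 had a log2 ratio at 4 d of −6.46 (standard error 1.53, adjusted p = 0.0963, n = 2 at 0 d, well above background on 2 of 3 arrays at 4 d), and −6.92 (adjusted p = 0.0414) with the non-uniform spots kept. Lo5, with a single spot left at 0 d, and T250 differed in this response by 3.34 (standard error 2.46, adjusted p = 1.00).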

The role of *ZmNRT2.2* in the response to low NO_3_^−^ in a genotypic-specific way was recently described [6]. According to this, a correlation between its changes in expression between low and adequate NO_3_^−^ concentration and the genotype-specific capability to maintain biomass under low N condition was shown [6]. Furthermore, an increase of *ZmNRT2.2* in maize roots under N starvation relative to the control was reported by Dechorgnat et al. [35]. Conversely, in our experiment we observed a decrease of the anion uptake rate (Figure 5) paralleling the *ZmNRT2.2* expression in the high NUE line. Again, these differences could be ascribed to the experimental conditions and genotype-based characteristic [6,35].

### 2.5. Conclusion

In Figure 6 we depicted the main putative genotype-independent and Lo5- and T250-specific root responses to growth without N. Even if different sets of transcripts are involved in the two lines, some processes such as the positive modulation of anthocyanin biosynthesis and lateral root formation and the negative impact on root elongation seem to be a general response to N deficiency in maize roots. On the other hand, we found strong differences in the ability to modulate the transcripts involved in the transport, distribution and assimilation of mineral nutrients (e.g., N, P and Mg). Although it is not possible to draw a definitive picture of key elements linked to the NUE, our data underlines the importance of the ability to differentially utilize N mineral forms. Only the Lo5 line, more efficient in field under low-N fertilization conditions (Rizzi), is able to respond to N starvation by increasing the NH_4_^+^ fluxes. It is conceivable that this form also absorbed on soil negatively charged particles is less subject to fluctuation and displaceable by root activity during the growth in a low N condition.

## 3. Material and Methods

### 3.1. Plant Material

Seeds of two maize inbred lines with different NUE (Lo5, high NUE and T250, low NUE), previously soaked in running water for 24 h, were allowed to germinate in the dark in a growth chamber at 26 °C for 4 d. The seedlings were then transferred in pots (12 plants for each pot) containing 2.2 L of 0.5 mM CaSO_4_ aerated solution for 48 h in controlled climatic conditions (day/night photoperiod, 16 h/8 h; Photosynthetically Active Radiation, PAR, 220 µE m^−2^s^−1^; temperature 27 °C). After this period, seedlings were subsequently grown for other 4 d using a nutrient solution (NS) without N with the following composition: 100 µM MgSO_4_, 200 µM K_2_SO_4_, 400 µM CaSO_4_, 175 µM KH_2_PO_4_, 5 µM KCl, 0.05 µM NaMoO_4_, 2.5 µM H_3_BO_3_, 0.2 µM MnSO_4_, 0.2 µM ZnSO_4_, 0.05 µM CuSO_4_, and 2 µM Fe-EDTA, pH = 6.0. The nutrient solution was replaced every 4 d. The root tissues of three seedlings were pooled after 0, 1 and 4 d of growth and used to extract total RNA for microarray and Real-time RT-PCR analyses. For each line (Lo5 and T250), six seedlings (technical replicates) were sampled at 0, 1, 4 and 5 d in order to determine the NH_4_^+^ and NO_3_^−^ uptake rate for each sampling time point (three seedlings for NH_4_^+^ and three seedlings for NO_3_^−^). This growth experiment was repeated three independent times (biological replicates). For each growth experiment (biological replicate) at least 4 pots were set-up in order to produce plant materials necessary for the microarray analysis and determination of NH_4_^+^ and NO_3_^−^ uptake rates.

### 3.2. Determination of NH_4_^+^ and NO_3_^−^ Uptake Rates

For each sample and for each biological replicate (one growth experiment) three seedlings were used (technical replicates) to determine the NH_4_^+^ uptake rate and three seedlings (technical replicates) to determine NO_3_^−^ uptake rate, respectively. The assay was performed with the seedlings of Lo5 and T250 grown for 0, 1, 4 and 5 d without N. The assays were repeated for each independent growth experiment (biological replicates). The seedling roots were washed for 5 min in a 0.5 mmol/L CaSO_4_ solution before transferring them to in the aerated uptake solution for 5 min. The uptake experiments were carried out incubating the roots of each plant in 25 mL of the uptake solution at 26° C. The uptake solutions for NH_4_^+^ and NO_3_^−^ assays consisted in 50 μM (^15^NH_4_)_2_SO_4_ (98 atom% ^15^N) and 100 μM Ca(^15^NO_3_)_2_ (99 atom% ^15^N) respectively in 1 mM MES-BTP (pH 6.0). After the incubation in the uptake solution, roots were washed for 1 min in 25 mL of a solution 0.5 mM CaSO_4_ at 4° C. Roots were then cut and treated at 70 °C for 48 h and ground to powder. The total N and ^15^N contents of each sample were determined through isotope ratio mass spectrometry analysis coupled with an elemental analyzer (DeltaV IRMS, Thermos Scientific, Waltham, MA, USA).

### 3.3. Microarray Analysis

Total RNA was extracted from root samples using the Spectrum^TM^ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, USA), quantified using NanoDrop^TM^ 1000 (Thermo Scientific, Waltham, MA, USA). The RNA quality was evaluated through Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). For each sample, the cRNA synthesis and labeling were performed with 200 ng of total RNA and using the Low Input Quick Amp Labeling Kit, One-Color (Agilent) and Cyanine 3 (Cy3)-CTP fluorescent dye following the instructions of the Agilent technical manual (http://www.agilent.com). Cy3- labeled cRNA (1.65 μg) of each sample was hybridized on one sub-array of the custom 4 × 44K Agilent array (GPL22578) [48] according to manufacturer’s manual for 17 h at 65 °C. Array hybridizations and washing were performed according to manufacturer’s manual (One-Color Microarray-Based Gene Expression Analysis—Low Input Quick Amp Labeling—Protocol). Each chip was scanned on Agilent G2565CA Microarray Scanner System (Agilent) according to the instructions of the Agilent technical manual (http://www.agilent.com). Feature intensities were extracted using Agilent’s Feature Extraction Software 10.5.1.1 (Agilent). The hybridization data were normalized using the value of the 75th percentile. Differentially expressed transcripts were identified carried out transcriptional profile comparisons by t-test analysis performed using MeV software (http://mev.tm4.org/#/welcome) setting the following parameters: equal variance, alpha (overall threshold *p*-value): 0.01 and *p*-value based on t-distribution. Differentially expressed transcripts were filtered on the basis of |Log_2_(ratio)|≥ 1. Data are available at the GEO (http://www.ncbi.nlm.nih.gov/geo) under the series entry (GSE135613). For each transcript was used the annotation for the B73 reference genome (ftp://ftp.gramene.org/pub/gramene/maizesequence.org/release-5b/).

### 3.4. Real-Time RT-PCR Analysis

A set of differentially expressed transcripts were also analyzed by Real-time RT-PCR analysis with the same RNA samples used in microarray analysis. Primers sequences are shown in Table S4. Two transcripts encoding a putative translation elongation factor Tu family protein isoform 1 (*GRMZM2G153541_T01*) and a polyubiquitin containing 7 ubiquitin monomers (*GRMZM2G118637_T01*) respectively were used to normalized data. DNase I treatment was carried out for each sample using one microgram of total RNA and the RQ1 RNase-Free DNase (Promega, Madison, WI, USA) according to the manufacturer’s procedure. The samples were then used to produce cDNA using the ImProm-II Reverse Transcription System (Promega). Real-time RT-PCR experiments were carried out with the FastSYBR^®^ Green Master Mix (ThermoFisher Scientific) using the StepOnePlus^TM^ (ThermoFisher Scientific) according to the manufacturer’s protocols. The reactions were performed with a final volume of 10 μL, the primer concentration of 350 nM and 1 μL of a 1:4 solution of cDNA with the following thermal profile: 95 °C for 20 s, 40 cycle of 95 °C for 3 s and 60 °C for 30 s. PCR reaction efficiencies were calculated with the LinRegPCR program [57]. Mean normalized expression (MNE) [58] was calculated for each transcript and each sample using separately the two housekeeping transcripts. A mean MNE value was determined using a geometric mean of the two MNE values obtained for each transcript and each sample [59]. These MNE values were then used to calculate fold change (FC) values between samples considered in each comparison taken in account.

### 3.5. MapMan Analysis

Differentially expressed transcripts were mapped to bincode overview using MapMan tool [60] (https://mapman.gabipd.org/) using the maize mapping file Zmays_181 (https://mapman.gabipd.org/mapmanstore).

## Figures and Tables

**Figure 1:**
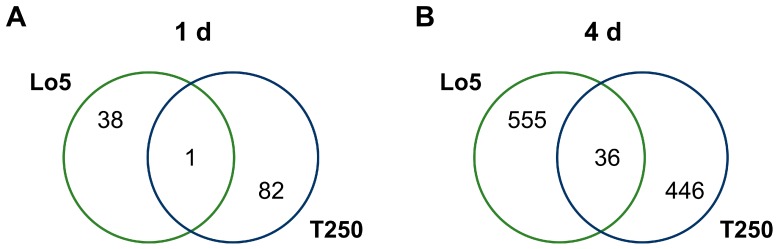
Shared and specific transcripts modulated during the growth without N. (**A**) Shared and specific transcripts modulated between Lo5 and T250 at 1 d. (**B**) Shared and specific transcripts modulated between Lo5 and T250 at 4 d.

**Figure 2:**
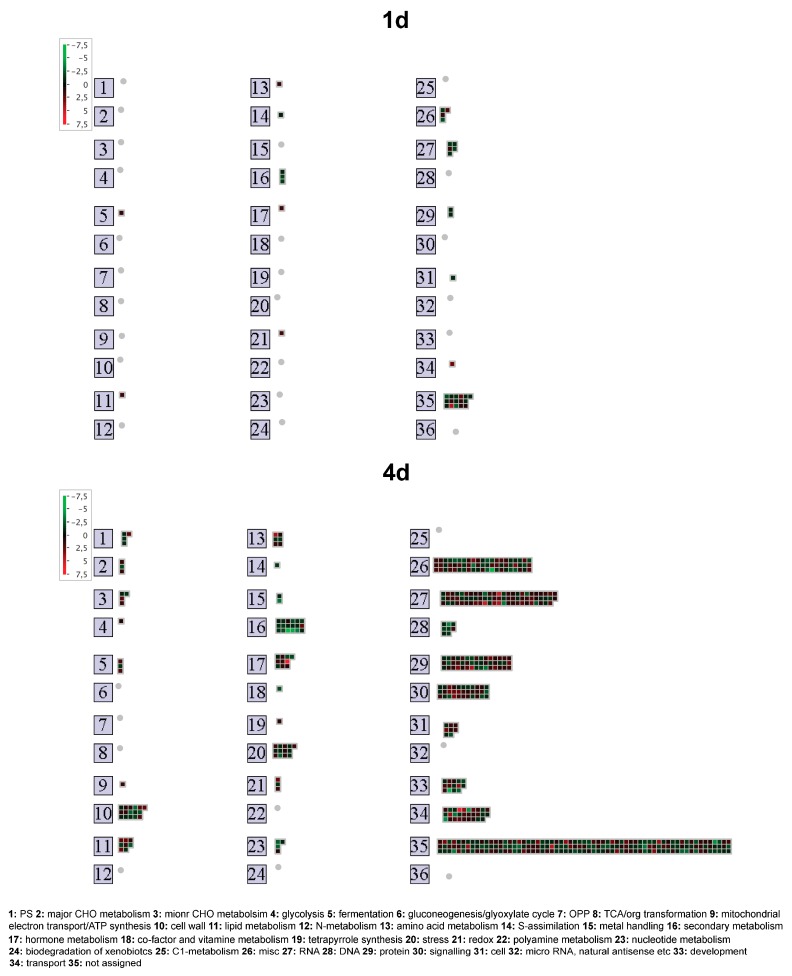
Overview of transcripts specifically modulated in Lo5 roots at 1 d and 4 d according to MapMan bincode classification. Log_2_(ratio) is shown by the color scale (green indicates a decrease and red an increase in transcript abundance in the comparisons 1 d vs. 0 d and 4 d vs. 0 d). Colored square: modulate transcript; gray circle: category without modulated transcripts.

**Figure 3:**
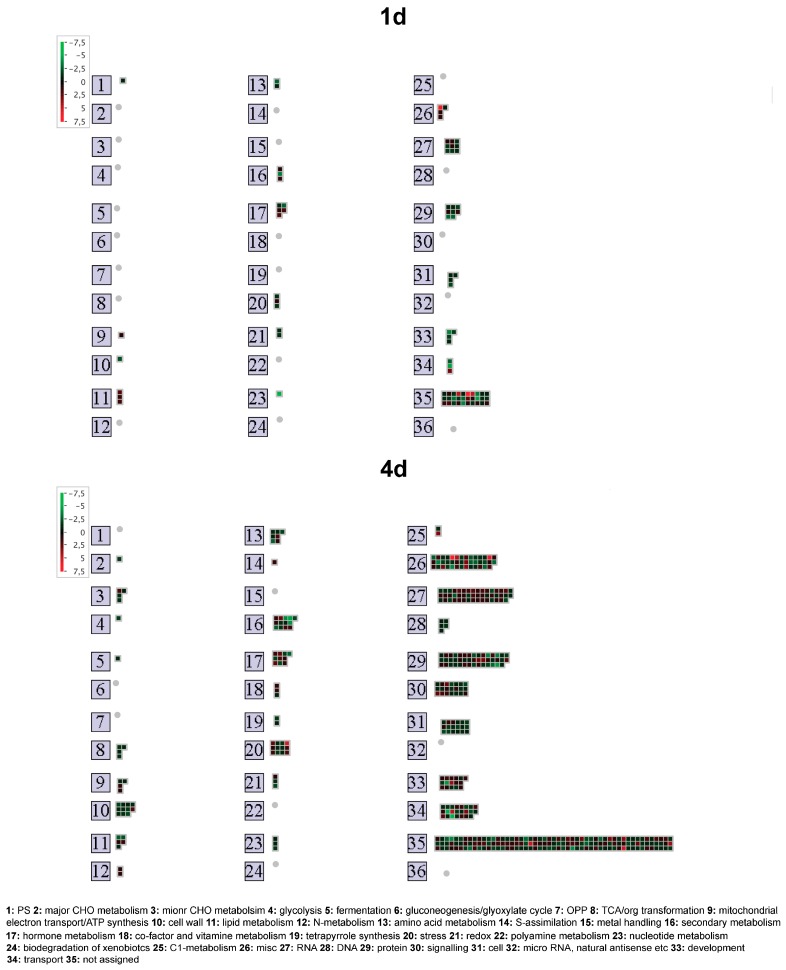
Overview of transcripts specifically modulated in T250 roots at 1 d and 4 d according to MapMan bincode classification. Log_2_(ratio) is shown by the color scale (green indicates a decrease and red an increase in transcript abundance in the comparisons 1 d vs. 0 d and 4 d vs. 0 d). Colored square: modulate transcript; gray circle: category without modulated transcripts.

**Figure 4:**
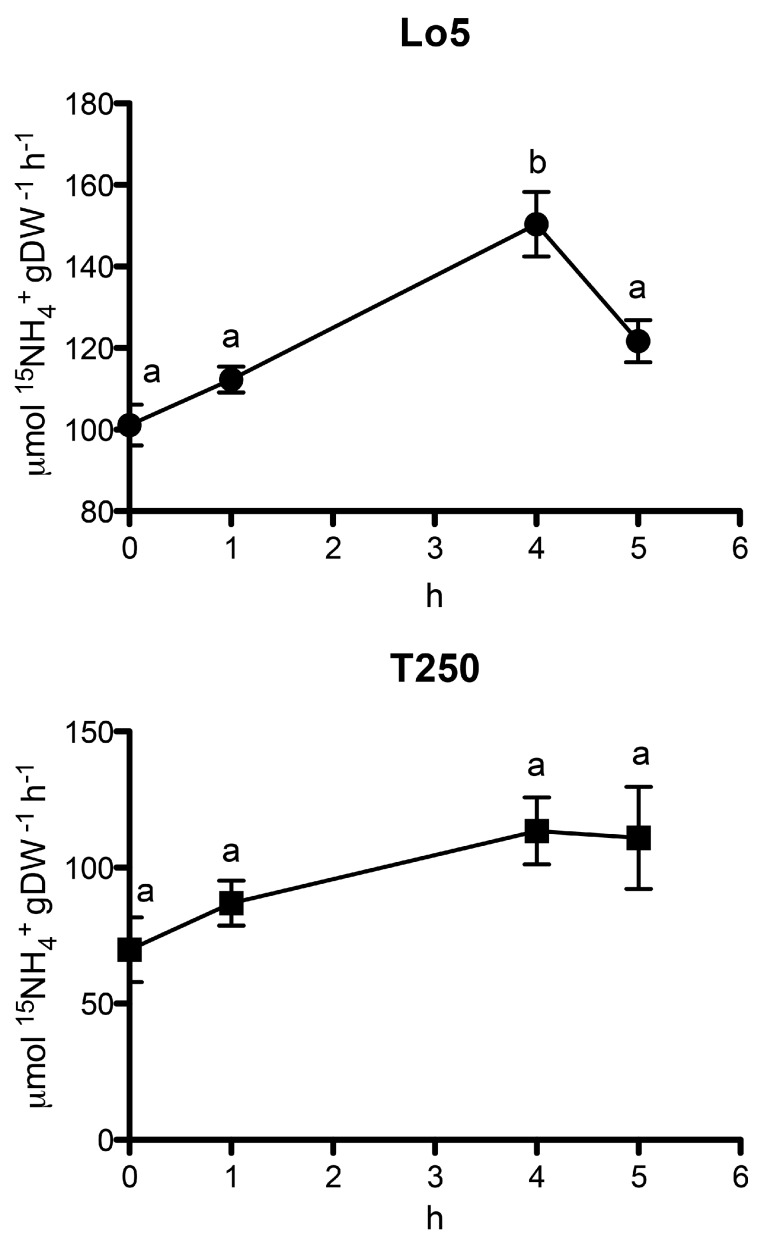
^15^NH_4_^+^ uptake rate during the growth in N-starvation (100 μM ^15^NH_4_^+^; mean ± S.E. of three biological replicates). ANOVA test was performed using GraphPad Prism^®^ (*n* = 3, *p* < 0.01; Tukey method, 95% confidence interval).

**Figure 5:**
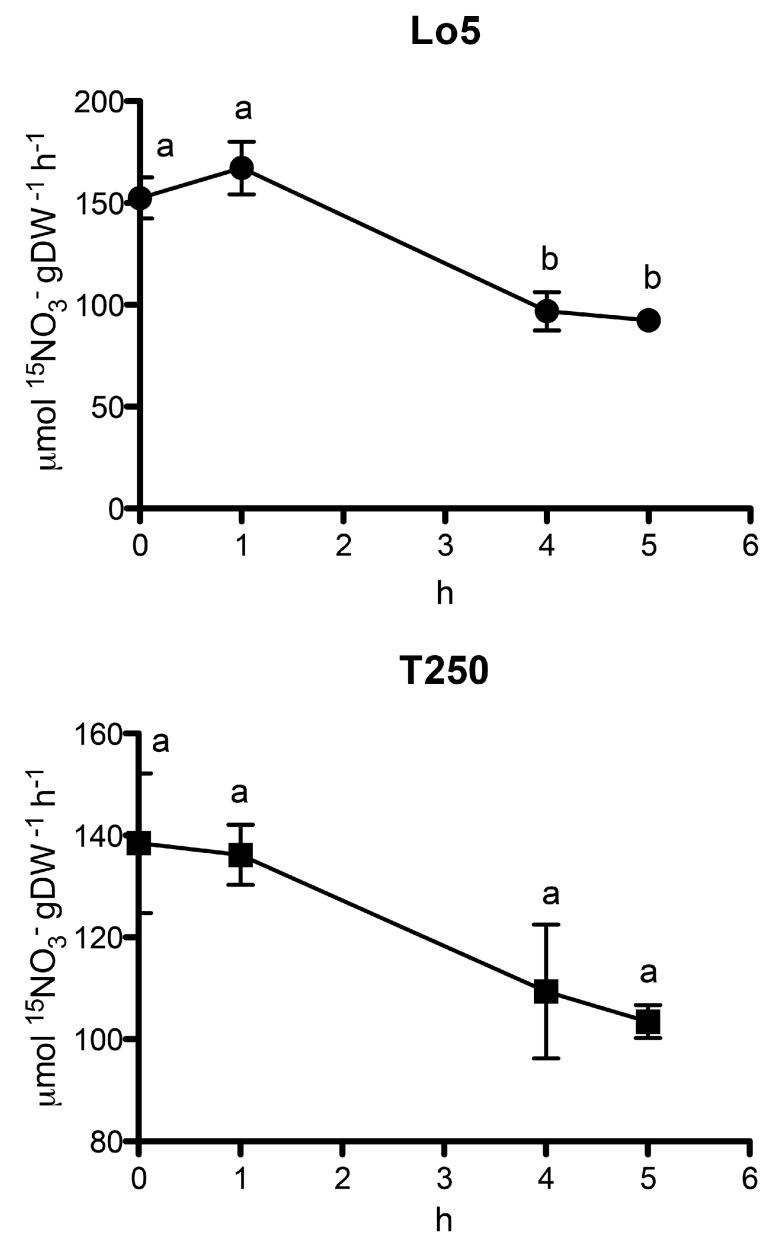
^15^NO_3_^−^ uptake rate during the growth in N-starvation (200 μM ^15^NO_3_^−^; mean ± S.E. of three biological replicates). ANOVA test was performed using GraphPad Prism^®^ (*n* = 3, *p* < 0.01; Tukey method, 95% confidence interval).

**Figure 6:**
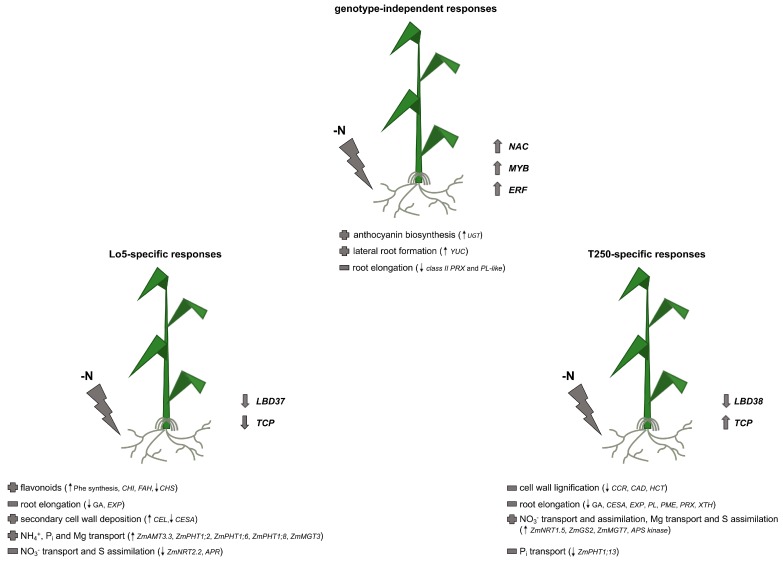
Schematic representation of genotype-independent and Lo5- and T250-specific root responses to the growth without N. Abbreviations: AMT1, AMMONIUM TRANSPORTER/METHYLAMMONIUM PERMEASE/RHESUS (AMT/MEP/RH) 1; APS KINASE, ADENOSINE 5′-PHOSPHOSULFATE KINASE; APR, ADENOSINE 5′-PHOSPHOSULFATE REDUCTASE; CAD, CINNAMYL ALCOHOL DEHYDROGENASE; CCR, CINNAMOYL-CoA REDUCTASE; CEL, CELLULASE; CESA, CELLULOSE SYNTHASE; CHI, CHALCONE-FLAVONE ISOMERASE; CHS, CHALCONE SYNTHASE; ERF, ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR; EXP, EXPANSIN; FAH, FERULIC ACID 5-HYDROXYLASE; GA, GIBBERELLIN; GS2, GLUTAMINE SYNTHETASE; HCT, HYDROXYCINNAMOYL-COENZYME A SHIKIMATE/QUINATE HYDROXYCINNAMOYLTRANSFERASE; LDB, LOB DOMAIN-CONTAINING PROTEIN; NAC, NO APICAL MERISTEM (NAM), ARABIDOPSIS TRANSCRIPTION ACTIVATION FACTOR (ATAF), CUP-SHAPED COTYLEDON (CUC); MGT, MAGNESIUM TRANSPORTER; NRT1, NITRATE TRANSPORTER 1; NRT2, NITRATE TRANSPORTER 2; Phe, phenylalanine; PHT1, PHOSPHATE TRANSPORTER 1; PL, PECTATE LYASE; PL-like, PECTIN LYASE-like; PME, PECTIN METHYLESTERASE; PRX, PEROXIDASE; TCP, TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING CELL FACTOR; XTH, XYLOGLUCAN ENDOTRANSGLYCOSYLASE/HYDROLASE; UGT, UDP-GLUCOSYL TRANSFERASE; YUC, FLAVIN MONOOXYGENASE-LIKE. Top arrow: positive modulation; down arrow: negative modulation.

**Table 1:** Number of up- and downregulated transcripts identified in response to the growth without N for root tissues of Lo5 and T250 inbred lines (*p*-value ≤ 0.01 and |Log_2_(ratio)|≥ 1).

	Lo5		T250	
	1 d vs. 0 d	4 d vs. 0 d	1 d vs. 0 d	4 d vs. 0 d
upregulated	15	294	31	206
downregulated	24	297	52	276

**Table 2:** Transcripts commonly modulated between the two inbred lines at 1 and 4 d of growth without N.

**1 d**			
**Transcript ID**	**Description**	**Log_2_(1 d/0 d) Lo5**	**Log_2_(1 d/0 d) T250**
GRMZM5G841684_T01	no hits found	−3.35	−1.91
**4 d**			
**Transcript ID**	**Description**	**Log_2_(4 d/0 d) Lo5**	**Log_2_(4 d/0 d) T250**
GRMZM2G145458_T01	jasmonate-zim-domain protein 11	1.54	1.11
GRMZM2G173965_T01	mitogen-activated protein kinase kinase kinase 15	1.91	1.75
GRMZM2G565911_T01	Zinc finger (C3HC4-type RING finger) family protein	−2.05	−2.21
GRMZM2G043336_T01	no hits found	−2.69	−4.55
AC186789.4_FGT001	no hits found	−1.49	−2.32
GRMZM2G425638_T01	germin-like protein subfamily 2 member 2 precursor	−2.22	−1.88
GRMZM2G138450_T01	peroxidase superfamily protein	−9.51	−7.76
GRMZM2G080992_T01	MATE efflux family protein	1.72	1.25
GRMZM2G074401_T01	fatty acid desaturase 8	1.22	1.36
GRMZM2G318843_T01	calmodulin-binding family protein	−2.95	−1.43
GRMZM2G168747_T01	natural resistance-associated macrophage protein 1	2.89	4.62
GRMZM2G325462_T01	no hits found	2.58	2.89
GRMZM5G824574_T01	protein of unknown function (DUF569)	−1.93	−1.10
GRMZM2G347766_T01	nucleotide-diphospho-sugar transferases superfamily protein	2.17	2.16
GRMZM2G075461_T01	cytochrome P450, family 709, subfamily B, polypeptide 2	2.09	2.26
GRMZM2G162739_T01	NAC (No Apical Meristem) domain transcriptional regulator superfamily protein	1.75	1.62
GRMZM2G096269_T01	glutathione S-transferase phi 8	−1.08	−1.00
GRMZM2G134279_T01	myb domain protein 112	1.42	2.19
GRMZM2G028438_T01	SCARECROW-like 8	1.96	1.70
GRMZM2G379575_T01	no hits found	−2.01	−1.92
GRMZM2G024996_T01	no hits found	8.84	9.70
GRMZM2G044773_T01	RING/U-box superfamily protein	2.35	2.45
GRMZM5G876638_T01	no hits found	−1.80	−1.71
GRMZM2G455564_T01	pectin lyase-like superfamily protein	−1.41	−1.14
GRMZM5G807276_T01	2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein	−3.80	−4.47
GRMZM2G420988_T01	ADP/ATP carrier 2	2.99	3.36
GRMZM2G120021_T01	basic helix-loop-helix (bHLH) DNA-binding superfamily protein	−1.56	−1.48
GRMZM2G080516_T01	ethylene responsive element binding factor 1	1.78	1.71
GRMZM2G017193_T01	flavin-binding monooxygenase family protein	2.24	2.23
GRMZM2G401606_T01	S-locus lectin protein kinase family protein	1.82	3.43
GRMZM2G178209_T01	UDP-glucosyl transferase 73D1	3.62	1.79
GRMZM2G127789_T01	glutathione S-transferase TAU 8	−2.05	−2.77
GRMZM2G110567_T01	zinc finger (C3HC4-type RING finger) family protein	−2.29	−2.66
GRMZM2G429035_T01	no hits found	−1.53	−1.22
GRMZM2G140101_T01	no hits found	−2.66	−3.93
AC199541.4_FGT004	UDP-glucosyltransferase 74F2	1.28	1.07

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/19/4856/s1.

# Supplementary material for: Nitrogen Starvation Differentially Influences Transcriptional and Uptake Rate Profiles in Roots of Two Maize Inbred Lines with Different NUE
**Source:** Int J Mol Sci. 2019 Sep 30;20(19):4856. doi: 10.3390/ijms20194856
**Supplement:** Supplementary file 1

**Figure S1**

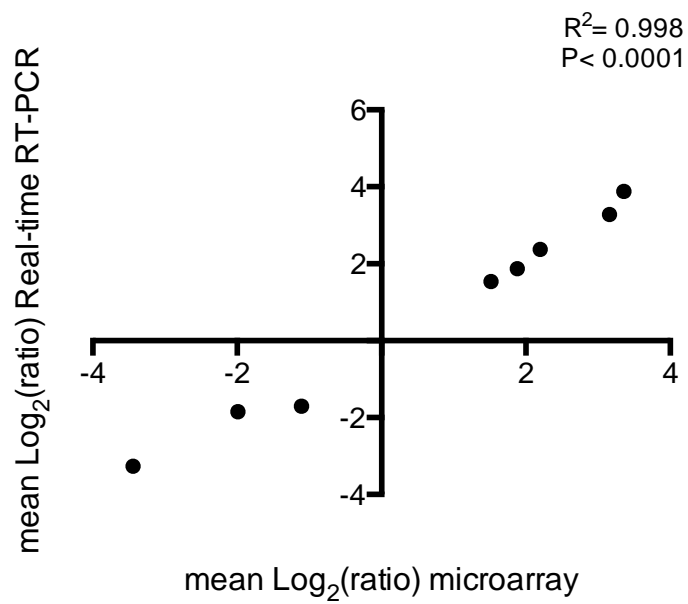

Correlation analysis of the mean  $\text{Log}_2(\text{ratio})$  values obtained by Real-time RT-PCR and microarray analyses. Real-time RT-PCR validation were carried out for 8 differentially expressed transcripts identified in the 4 comparison of root transcriptional profile obtained through microarray analysis. The mean values were calculated using the values obtained for the three biological replicates of each sample. Pearson correlation analysis was carried out using a 95% confidence interval using the GraphPad Prism software (version 6.0).

**Table S2**

|                      |                                  | <b>Lo5 1d vs 0d</b>  |                            | <b>Lo5 4d vs 0d</b>  |                            |
|----------------------|----------------------------------|----------------------|----------------------------|----------------------|----------------------------|
| <b>Transcript ID</b> | <b>Description</b>               | <b>FC microarray</b> | <b>FC Real-time RT-PCR</b> | <b>FC microarray</b> | <b>FC Real-time RT-PCR</b> |
| AC189750.4_FGT004    | APS reductase 3                  | -2.16                | -3.85 ± 0.94               |                      |                            |
| GRMZM2G010251_T01    | ZmNRT2.2                         |                      |                            | -10.85               | -11.36 ± 3.62              |
| GRMZM2G011598_T01    | NAC domain containing protein 47 |                      |                            | 3.68                 | 3.66 ± 1.77                |
| GRMZM2G036708_T01    | cysteine synthase C1             | 2.88                 | 2.91 ± 1.20                |                      |                            |
| GRMZM2G043193_T01    | ammonium transporter 2, ZmAMT3.3 |                      |                            | 4.60                 | 5.18 ± 1.20                |
|                      |                                  | <b>T250 1d vs 0d</b> |                            | <b>T250 4d vs 0d</b> |                            |
| <b>Transcript ID</b> | <b>Description</b>               | <b>FC microarray</b> | <b>FC RT-PCR</b>           | <b>FC microarray</b> | <b>FC RT-PCR</b>           |
| GRMZM2G044851_T01    | ZmNTR1.5                         | 8.94                 | 9.72 ± 1.47                |                      |                            |
| GRMZM2G044851_T01    | ZmNTR1.5                         |                      |                            | 10.27                | 14.70 ± 3.55               |
| GRMZM2G156599_T01    | YELLOW STRIPE like 3             |                      |                            | -3.97                | -4.19 ± 0.98               |

Results of Real-time RT-PCR analysis of a set of transcripts differentially expressed in Lo5 and T250 roots between different days of growth without N. Transcript ID, description, microarray fold change (FC) value and Real-time RT-PCR FC (means ± SE of three biological replicates) were reported.

**Table S4**

| ProbeName              | Transcript ID     | Description          | Forward primer               | Reverse primer                |
|------------------------|-------------------|----------------------|------------------------------|-------------------------------|
| CUST_38825_PI430257437 | AC189750.4_FGT004 | APS reductase 3      | 5'-CTCCAGTGAGCGAGAACCAT- 3'  | 5'-GTGTCAC TACCAAACCCAGT- 3'  |
| CUST_31215_PI430257437 | GRMZM2G010251_T01 | ZmNRT2.2             | 5'- ATGTTACCTGCTACCTACC-3'   | 5'- GAATATCGTTGGCACATCTC-3'   |
| CUST_21167_PI430257437 | GRMZM2G011598_T01 | NAC domain           | 5'-ATGGGCACGATGAACTGACA-3'   | 5'-GTGTGTGTTTGGTGCAATAGAT-3'  |
| CUST_33358_PI430257437 | GRMZM2G036708_T01 | Cysteine synthase C1 | 5'-CATTCCCCCCTCATCCAGTT-3'   | 5'-TCTCTCTTTCAACATTTTCCCAT-3' |
| CUST_25268_PI430257437 | GRMZM2G043193_T01 | ZmAMT3.1             | 5'-GTGCATTTGTTTGCTAATTGCT-3' | 5'-ATCCTGACACTCTACATTCCT-3'   |
| CUST_21617_PI430257437 | GRMZM2G044851_T01 | ZmNRT1.5             | 5'-GGCTTACGCATGACCATCA-3'    | 5'-CCTCCACCTCAAGAAGACAA-3'    |
| CUST_22506_PI430257437 | GRMZM2G156599_T01 | YELLOW STRIPE like   | 5'-GAGATACACTGAAGGCATCA-3'   | 5'-ACAAGGATAATACAGGGGACA-3'   |

Sequence of forward and reverse primers used in Real-time RT-PCR experiments. ProbeName, Transcript ID, Description and 5'-3' sequences of forward and reverse primers were reported for each transcript.

# Supplementary material for: Nitrogen Starvation Differentially Influences Transcriptional and Uptake Rate Profiles in Roots of Two Maize Inbred Lines with Different NUE
**Source:** Int J Mol Sci. 2019 Sep 30;20(19):4856. doi: 10.3390/ijms20194856
**Supplement:** Supplementary file 1

**Figure S1:** Correlation analysis of the mean Log<sub>2</sub>(ratio) values obtained by Real-time RT-PCR and microarray analyses.

**Table S1:** Differentially expressed transcripts identified by each comparison of transcriptional profiles (Lo5 1 d vs. od; Lo5 4 d vs. 0 d; T250 1 d vs. 0 d; T250 4 d vs. 0 d).

**Table S2:** Results of Real-time RT-PCR analysis of a set of transcripts differentially expressed in Lo5 and T250 roots between different days of growth without N.

**Table S3:** Transcripts specifically modulated in Lo5 and T250 lines at 1 and 4 d.

**Table S4:** Sequence of forward and reverse primers used in Real-time RT-PCR experiments.

How the deposited data were processed for this re-analysis (not part of the article)

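Roots of the maize lines Lo5 and T250 were sampled at 0, 1 and 4 d of growth without N in 3 growth experiments, which the paper takes as the biological replicates. Each sample was hybridized on its own one-colour array, 18 in all, and the conditions were taken from the labels of the samples. No array of plants kept on N at 1 d or 4 d is part of the series, so a change over time includes growth. The arrays lie on 5 slides, and 1 slide was scanned apart from the others.

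The authors deposited for each array the intensity of each spot as Feature Extraction wrote it, after background correction and detrending within the array, with marks for spots that are non-uniform, population outliers, saturated or well above background. The deposited intensity values of the series table are the same values multiplied by 1 factor per array, which gives the arrays a common 75th percentile as the authors state. The log2 of the processed intensity minus the 75th percentile of the array over all probes except controls was computed here. Marked spots were left out. A probe entered the fit when it was well above background on all 3 arrays of at least 1 group, and a comparison used the probes with at least 1 spot left in each of its groups. In 2158 of the probes at least 1 group had no spot left. The signal sets the precision: below the dimmest probes well above background a level rests on the background.

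limma 3.58.1 in R 4.3.3, with data.table 1.17.8, gave log2 ratios, moderated two-sided p-values and Benjamini-Hochberg adjusted p-values within each comparison from one fit of the 6 groups. The comparisons were each line at 1 d and 4 d against its own 0 d arrays, the difference of these changes between the lines at each day, and the lines against each other at 0 d. The threshold of the methods is an unadjusted p of up to 0.01 with a log2 ratio of at least 1 in either direction, and calls after adjustment have an adjusted p of up to 0.05 with the same size. The differences between the lines were called on the adjusted p alone. The methods' t-test has no such difference, so an unmoderated contrast with equal variance over the groups compared took its place. The lists of Table S3 were tested in the other line with limma's fry, with the paper's directions as weights. Marked spots were kept for this test, its shares and its medians, since fry takes no missing values. They were also kept for the index of Lo5 likeness and for the transcripts counted as on or off between arrays. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 gave Fisher's exact tests, the exact permutation tests of the Real-time RT-PCR pairs over all pairings, and the tables. With 3 arrays against 3 the smallest p that an exact permutation test can give is 0.1, so none was run for single transcripts.

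Which tests, alternatives and transcripts to report was set before the data were examined. The transcripts are all those that the paper's results name by ID, those of Table 2 and Table S2, the 2 Real-time RT-PCR references, those of Table S1 or Table S3 in a class whose direction the paper states without IDs, and for each comparison up to 3 up and 3 down with the largest log2 ratios among the calls after adjustment that do not overlap between the groups and are well above background on all of their arrays. The alternatives were the methods' t-test with equal variances, with and without the filter on dim probes, limma on the groups compared only, the growth experiment or the slide as a block, quantile normalization, no filter on dim probes, probes well above background on all arrays, a floor of 0.009682 times the 75th percentile for dim signals, the authors' processed values, camera with a correlation of 0.01 for the lists, calls after adjustment for the shared transcripts, and leaving out each array in turn. Normexp with an offset of 50 had been set for the mean signals, which the files used here do not hold, and was run on the median signals. This alternative, keeping the marked spots, the methods' t-test with the marked spots kept and no filter, and leaving out the array labelled Lo5 1 d replicate 3 where its group is not compared were chosen after seeing the data. Names of transcripts are those of the array and the paper, and 18726 of them were matched to a gene of the Zm-B73 reference, used only for positions.

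The fit was tested on simulated data with the arrays' spread and 200 of 31653 transcripts changed by a log2 ratio of 2. For Lo5 at 4 d limma recovered 156 of these at the threshold of the methods, with 255 false ones, and 99 (49.5%) after adjustment, with 5 false ones. The methods' t-test recovered 109 and 7. For the difference between the lines at 4 d limma recovered 126 and, after adjustment, 48. The simulated noise was independent between transcripts and arrays. No spot was left out, the lines did not differ and no array was unlike its group. The false calls therefore do not bound those on the real arrays. There a split of the T250 arrays of 0 d and 4 d other than the real one gave 1682 calls after adjustment. Since a replicate number marks a growth experiment in the paper, the numbers pair the samples. Over the 45 pairs of arrays with the same number, the deviations from the group means had a mean correlation of 0.0618 (from −0.32 to 0.457), above 0.1 in 15 pairs. Over the 90 pairs with different numbers the mean was −0.0323 (from −0.641 to 0.576), above 0.1 in 11 pairs. The MapMan categories and the uptake rates of the paper were not analysed here.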

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

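The tests of a wrong label, of a swap, of the slide and of a response to 1 d for the array labelled Lo5 1 d replicate 3, of a wrong label behind the low count in Lo5 at 1 d, all tests of the differences between the lines at 1 d apart from the splits, the tests of the growth experiments and of the direction of the transcripts on in Lo5 among T250 arrays, the tests of single samples among T250 arrays, and the test of chance at 0 d on the later arrays were chosen only after the result was seen. So were the limits by which the neighbour test in T250, the test of a dim hybridization and the test of another genotype were read.

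The array labelled Lo5 1 d replicate 3 lies far from the other 8 Lo5 arrays. Its index of Lo5 likeness, over 2230 transcripts (959 higher in Lo5 and 1271 in T250 at 0 d), was 0.004, and its gap to the nearest Lo5 array was 0.901 of the range of the 9 arrays, above the critical value of Dixon's test, which chance exceeds in about 1 of 20 groups. The tables argue against a response to 1 d without N, since the other Lo5 arrays of that day had an index of at least 0.941, and against the slide, since the other Lo5 arrays on the slide had at least 1.03. They argue against a dim hybridization, since 88.7% of the transcripts on only in T250 at 0 d were well above background on the array. A mixture of RNA of the lines is argued against by the 12.7% of transcripts on only in Lo5 at 0 d that were well above background on it, a share within that of the T250 arrays. The highest index among the T250 arrays was 0.023, so no array of the series is its partner in a swap. The array differed from the nearest T250 array in 599 transcripts that were on in one and off in the other, and from the other Lo5 arrays in 1682 to 1855. Pairs of T250 arrays differed in 64 to 859, but each T250 array differed from its own nearest in only 64 to 348, so T250 and another genotype near it cannot be told apart. A wrong label, with RNA of T250 or of such a genotype and of an unknown day on the array, is the candidate explanation that stays open. The index that gave rise to it is the same one that tests it.

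The difference between the responses of the lines at 1 d had an adjusted p of up to 0.05 in limma for 5 transcripts, and the paper does not test this difference. The transcripts, named after their values were seen, were GRMZM2G417485_T01 (a log2 difference of 10.38), GRMZM2G001332_T01 (7.71), GRMZM2G435445_T01 (5.72), GRMZM2G014716_T01 (−7.34) and GRMZM2G177384_T01 (−11.05). A count as large came from 91 of 100 splits of the arrays within the lines, the real one among them, so chance is not excluded. Without the array labelled Lo5 1 d replicate 3, the first 3 kept their adjusted p, which argues against a wrong label as the cause for these. The other 2, GRMZM2G014716_T01 and GRMZM2G177384_T01, cannot be tested without it, since it holds their only unmarked Lo5 1 d spot. On it both (2 of 2) lay within the levels of the T250 arrays (−3.67 and −8.48) and far below those of the other Lo5 arrays (at least 3.21 and 2.60), so a wrong label stays open for them. With the non-uniform spots kept, 0 of the transcripts kept their adjusted p (lowest 0.910), and 2 to 4 of the 12 spots of each had been left out as marked. That non-uniform spots left out gave rise to the calls is the candidate explanation that stays open, beside a difference between the lines, which cannot be called biological here. At 4 d no transcript was called, so all 100 splits, the real one among them, give a count as large and say nothing about chance.

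The lines differed at 0 d in 4156 transcripts after adjustment in limma (1861 higher in Lo5, 2295 in T250), a comparison the paper does not report. Of the 10 splits of these 6 arrays the real one alone gave a count as large (1 split), and the others called 0 to 2. With 10 splits this test alone cannot exclude chance. On the arrays of 1 d and 4 d, which had no part in choosing the transcripts that differ most at 0 d, the index of Lo5 likeness was at least 0.941 in Lo5 and at most 0.023 in T250, with the array labelled Lo5 1 d replicate 3 as the exception. This argues against chance differences between the 6 arrays. Of the called transcripts 991 (23.8%) were on in 1 line and off in the other on all arrays at 0 d, 362 of them on in Lo5, and 736 were so at 4 d too. Another 2417 were well above background in both lines. The array was annotated on the B73 reference, so a strain variant under the probe and a difference in expression cannot be told apart, as no sequence of either line was used.

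T250 arrays of one day differed from each other in 75 to 741 transcripts (median 451) that were on in one and off in the other with a signal at least 8-fold apart. Lo5 arrays of one day, without the array labelled Lo5 1 d replicate 3, differed in 59 to 219 (median 92). The tables argue against a slide effect, since T250 arrays on 1 slide differed in a median of 661 and arrays on different slides in 627. They argue against a difference in signal depth, since 56.3% of the on or off transcripts were on in the array with more transcripts well above background, which leaves many in the other direction. Lo5 RNA in 1 of the arrays is argued against as the only source. Of the on or off transcripts 1248 were on in Lo5 at 0 d, as such RNA needs, but 37.8% of their calls between arrays went in the rarer direction of the pair, and 14.3% of all were off on all 3 Lo5 0 d arrays. If replicate numbers mark the growth experiments, a difference between these is also argued against as the only source. T250 arrays of 1 experiment then differed in a median of 619 and those of different experiments and days in 640.5. Arrays of experiment 1 were closer to each other (64 to 279) than those of experiments 2 and 3 (297 to 765). Among the 754 transcripts with a place in the reference, neighbours along the chromosomes were both on or off 2.87 times as often as in shuffled orders (permutation test, p = 1.0e-04, the smallest that 10000 shuffles can give). Only 42.3% of the 1781 on or off transcripts have such a place, and neighbours can share expression without a difference in genotype. The same test on Lo5 arrays of one day, over 5 neighbours, gave a ratio of 4.91 (permutation test, p = 0.005). Transcripts 20 genes apart were both on or off 1.55 times as often as in shuffled orders in T250 (permutation test, p = 0.03), and in Lo5 in 0 cases against 0.994 in shuffled orders, too few to compare. Transcripts past the threshold of the methods in T250 at 4 d gave 1.28 for neighbours (permutation test, p = 0.1) and 0.94 at 20 genes (permutation test, p = 0.6). The comparison of Lo5 against T250 at 0 d gave 1.12 for neighbours (permutation test, p = 0.01) and 1.07 at 20 genes (permutation test, p = 0.09). Differences between single samples are argued against as the only source at 0 d and 4 d. The transcripts that parted replicate 1 from replicate 2 or 3 at 0 d also parted replicate 3 from replicate 1 or 2 at 4 d in 348 to 372 cases, where chance would give 12.9 to 16.9, and at least 98.6% of these had 0 d replicate 1 on the side of 4 d replicate 1 or 2. A set of 4 T250 arrays (0 d replicate 1, 1 d replicate 1 and 4 d replicates 1 and 2) differed from each other in 64 to 279 transcripts and 3 others (0 d replicates 2 and 3 and 4 d replicate 3) in 262 to 333, but arrays of the first set from those of the second in 627 to 818. For 1 d replicates 2 and 3, which differed from the other T250 arrays and each other in at least 342, single samples stay open. At most 31.9% of the transcripts that parted replicate 1 from replicate 2 or 3 at 1 d did so at 0 d in the same direction. In either direction 104 to 118 recurred, where chance would give 6.95 to 10.6, and at least 91.5% of these went the same way. For that part alone, single samples are argued against as the only source. Seedlings of different genotype within T250 stay open as a candidate explanation, as does a batch that no label records, which was not tested.

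For the numbers of modulated transcripts, the 10 splits of 6 arrays are too few to exclude chance for any of the 4 comparisons over time. For Lo5 at 1 d, 8 of the 10 splits gave as many transcripts past the threshold of the methods and 9 as many after adjustment. The numbers were 1 and 1 for Lo5 at 4 d, 5 and 9 for T250 at 1 d, and 2 and 2 for T250 at 4 d, where the split of 0 d replicate 1 and 4 d replicates 1 and 2 against the other arrays gave 2467 and 1682. Pairing by replicate number leaves 4 splits that part all 3 pairs, as the real one does. Among these, 2, 1, 1 and 1 gave as many past the threshold, in the same order. The other 6 splits, which part 1 pair, gave as many 6, 0, 4 and 1 times. Without the array labelled Lo5 1 d replicate 3 the methods' t-test on all probes and spots gave 37 transcripts for Lo5 at 1 d. That count rests on 2 arrays against 3, and leaving out either other array of the group keeps this one, so there is no baseline. A wrong label as a reason for the low count stays open.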

How the results depend on the processing

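The alternatives with the normexp background correction or with the non-uniform spots kept, and leaving out the array labelled Lo5 1 d replicate 3 where its group is not compared, were chosen only after the result was seen. Where a cause is not given, the cause was not tested. The authors' processed values gave the same counts of modulated and shared transcripts. Numbers in each sentence follow the order Lo5 at 1 d, Lo5 at 4 d, T250 at 1 d and T250 at 4 d.

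Against 190, 516, 414 and 1183 transcripts past the threshold of the methods in limma and 3, 14, 3 and 52 after adjustment, the methods' t-test gave 31, 461, 69 and 400 past the threshold and 0, 0, 0 and 0 after adjustment. It shared 1 and 27 transcripts at 1 d and 4 d against 7 and 129 in limma. Its counterpart for the differences between the lines called 0 at 1 d against 5, and the t-test itself called 2469 transcripts between the lines at 0 d against 4156. With no filter on dim probes the methods' t-test gave 44, 509, 80 and 454 and 0, 0, 0 and 0, shared 1 and 29, and called 0 and 2060 between the lines. With the non-uniform spots kept as well it gave 39, 591, 83 and 482 and 0, 0, 0 and 0, shared 1 and 36, and called 0 and 2642. In these 3 settings 589, 3476, 1080 and 3142, 665, 3786, 1213 and 3419, and 689, 4338, 1474 and 3909 transcripts had an unadjusted p of up to 0.05.

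limma on the groups compared only gave 66, 1173, 231 and 822 past the threshold and 0, 58, 1 and 0 after adjustment, shared 2 and 130, and called 0 differences between the lines at 1 d (1019 with an unadjusted p of up to 0.05, and 500 for Lo5 at 1 d and 3454 for T250 at 4 d). With the growth experiment as a block the calls after adjustment were 1, 1, 2 and 24, with 2 differences between the lines at 1 d, and this block changed no other count by more than 1.5 times. With it 13 of the single transcripts lost and 4 gained the threshold, and it changed no other call. With the slide as a block they were 0, 2, 1 and 1, with 0 differences at 1 d (1603 for Lo5 at 1 d and 1693 for the difference had an unadjusted p of up to 0.05). Quantile normalization gave 3, 27, 6 and 75 after adjustment. It changed the balance at 4 d from 243 up and 273 down to 333 and 161 in Lo5, and from 491 and 692 to 678 and 603 in T250, and from 74 and 55 to 103 and 30 among the shared transcripts. With no filter on dim probes 3, 1, 3 and 10 were called after adjustment, and with a floor for dim signals 4, 30, 7 and 89, with 1 difference between the lines at 4 d against 0 (1203 with an unadjusted p of up to 0.05). Probes well above background on all arrays, which are fewer, gave 145, 424, 273 and 964 past the threshold and 1, 25, 5 and 102 after adjustment, 3 differences at 1 d and 2206 between the lines at 0 d. Calls after adjustment in both lines left 0 and 6 shared transcripts at 1 d and 4 d.

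With the non-uniform spots kept limma gave 0, 27, 2 and 109 after adjustment and 0 differences between the lines at 1 d, where 1356 for Lo5 at 1 d and 1714 for the difference had an unadjusted p of up to 0.05. With normexp on the median signals it gave 170, 231, 94 and 352 past the threshold and 0, 0, 0 and 2 after adjustment, shared 2 and 49, and called 0 differences at 1 d and 678 transcripts between the lines at 0 d. At an unadjusted p of up to 0.05 it gave 1552, 889, 530 and 1712 and, for the differences, 656. It moved the median log2 ratio of all transcripts to 0.35, −0.23, 0.28 and 0.58 and the balance to 111 up and 59 down, 140 and 91, 59 and 35, and 223 and 129. At 1 d the balance without normexp was 69 and 121 in Lo5 and 200 and 214 in T250. Under normexp 5 log2 ratios had the opposite sign: GRMZM2G045473_T01 in Lo5 at 4 d (−0.11), and in T250 at 4 d GRMZM2G096269_T01 (0.37), GRMZM2G150731_T01 (1.02), GRMZM2G379575_T01 (0.84) and GRMZM2G455564_T01 (0.97). Relative to the median of all transcripts these were 0.12, −0.21, 0.44, 0.26 and 0.39. Of the single transcripts, 38 lost the threshold and 7 gained it under normexp, 9 and 40 in the methods' t-test, and 20 and 4 with the slide as a block, all of them in an unchanged direction. These numbers were 9 and 40 in the methods' t-test with no filter, 0 and 48 with the non-uniform spots kept as well, 4 and 43 in limma on the groups compared only, 10 and 2 with quantile normalization, 3 and 2 with the floor, 1 and 3 with the non-uniform spots kept and 1 and 0 with no filter. Without each array in turn up to 13 lost and up to 10 gained the threshold, and none had the opposite sign.

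Leaving out each array of the groups compared, and the array labelled Lo5 1 d replicate 3, moved the counts as follows, with the lowest, the highest and each one that moved by more than 1.5 times. Past the threshold, Lo5 at 1 d had 121 without Lo5 0 d replicate 2, 656 without Lo5 1 d replicate 1 and 1061 without Lo5 1 d replicate 2. Lo5 at 4 d had 308 without Lo5 4 d replicate 2 and 668 without the array labelled Lo5 1 d replicate 3. T250 at 1 d had 169 without T250 0 d replicate 3, 182 without T250 1 d replicate 2, 209 without T250 1 d replicate 3, 234 without T250 0 d replicate 2, 851 without T250 1 d replicate 1 and 1291 without T250 0 d replicate 1. T250 at 4 d had 772 without T250 4 d replicate 2, 782 without T250 0 d replicate 2 and 1936 without T250 4 d replicate 3. After adjustment, the numbers for Lo5 at 1 d were 0 without Lo5 0 d replicate 2 or the array labelled Lo5 1 d replicate 3, 22 without Lo5 1 d replicate 1 and 44 without Lo5 1 d replicate 2. Those for Lo5 at 4 d were 0 without Lo5 0 d replicate 2, Lo5 0 d replicate 3, Lo5 4 d replicate 2 or Lo5 4 d replicate 3, 1 without Lo5 4 d replicate 1, 2 without Lo5 0 d replicate 1 and 44 without the array labelled Lo5 1 d replicate 3. For T250 at 1 d they were 3 without most single arrays, 12 without the array labelled Lo5 1 d replicate 3, 180 without T250 1 d replicate 1 and 230 without T250 0 d replicate 1, and for T250 at 4 d 0 without T250 0 d replicate 2, T250 4 d replicate 1 or T250 4 d replicate 2, 221 without the array labelled Lo5 1 d replicate 3, 357 without T250 0 d replicate 1 and 547 without T250 4 d replicate 3. Shared transcripts at 1 d numbered 3 without T250 1 d replicate 2, 4 without Lo5 0 d replicate 1, T250 0 d replicate 2 or T250 0 d replicate 3, 12 without Lo5 1 d replicate 1 and 15 without Lo5 1 d replicate 2, and at 4 d 77 without Lo5 0 d replicate 3, 79 without Lo5 4 d replicate 2 and 164 without T250 0 d replicate 3. Differences between the lines at 1 d numbered 1 without Lo5 0 d replicate 2, 2 without T250 0 d replicate 3, 3 without Lo5 0 d replicate 3, T250 0 d replicate 2, T250 1 d replicate 2 or T250 1 d replicate 3, 16 without Lo5 1 d replicate 2, 20 without Lo5 1 d replicate 1, 86 without T250 1 d replicate 1 and 90 without T250 0 d replicate 1, and at 4 d 0 without most single arrays, 1 without Lo5 4 d replicate 1, 2 without T250 0 d replicate 3, 23 without T250 4 d replicate 3 and 77 without T250 0 d replicate 1. Between the lines at 0 d there were 2333 without Lo5 0 d replicate 2 and 5363 without the array labelled Lo5 1 d replicate 3. Arrays of other groups act through the shared spread, and after adjustment these also moved counts by more than 1.5 times. For Lo5 at 1 d the count was 1 without T250 0 d replicate 2 or T250 4 d replicate 3. For Lo5 at 4 d it was 0 without T250 1 d replicate 2 or T250 1 d replicate 3, 2 without T250 4 d replicate 1 or T250 4 d replicate 2, 4 without T250 0 d replicate 1, 6 without T250 1 d replicate 1, 7 without T250 0 d replicate 2 and 26 without Lo5 1 d replicate 1. In T250 it was 6 without T250 4 d replicate 1 and 20 without T250 4 d replicate 3 at 1 d, and 0 without Lo5 4 d replicate 2, 5 without Lo5 4 d replicate 1, 10 without Lo5 4 d replicate 3, 12 without Lo5 0 d replicate 1, 21 without Lo5 0 d replicate 2, 28 without T250 1 d replicate 2 and 101 without Lo5 1 d replicate 1 at 4 d. Differences between the lines at 1 d were 2 without T250 4 d replicate 1 and 9 without T250 4 d replicate 3. Where a group was left with a single spot, it is assumed to vary like the other groups.

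The lists of Table S3 kept their direction in the other line under each alternative. The share of the Lo5 list in T250 ran from 65.5% with normexp to 82.7% (without T250 4 d replicate 2; 73.7% without T250 4 d replicate 3), with p in fry of at most 0.0258, in limma on the groups compared only. The share of the T250 list in Lo5 ran from 80.7% (without Lo5 0 d replicate 3) to 93.5% for probes well above background on all arrays (88.1% without Lo5 4 d replicate 1), with p of at most 0.0131, again on the groups compared only. In camera the p-values were 1.9e-18 and 1.2e-34. The correlation with Real-time RT-PCR ran from 0.986 to 0.997 when each array was left out. The planned normexp on mean signals was not run. Camera was applied to the lists only, and the methods' t-test to single transcripts and their counts. Where a group is dim, the size of a fitted log2 ratio rests on the background and can exceed the fold that the signals bear out.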

Differences from the paper's values

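The alternative with the methods' t-test on all probes and the non-uniform spots kept, and limma with these spots kept, were chosen only after the result was seen. For the counts, an alternative reaches the paper's number where the 2 differ by no more than 1.5 times. Unless an alternative is named as reaching a number, the others set before the data were examined do not reach it. The methods' t-test on all probes with the non-uniform spots kept, chosen after seeing the values, gives the paper's number in each of these counts.

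In Lo5 at 1 d the paper's 15 upregulated transcripts compare with 69 in limma, and the methods' t-test with (17) and without (18) the filter on dim probes reaches this. For the paper's 24 downregulated transcripts limma gives 121, and only the methods' t-test without the filter (26) reaches it. In T250 at 1 d the paper's 31 upregulated transcripts compare with 200, reached by the methods' t-test with (29) and without the filter (33). The paper's 52 downregulated ones compare with 214, reached by the methods' t-test with (40) and without the filter (47) and without T250 0 d replicate 3 (76). In T250 at 4 d the paper's 206 upregulated transcripts compare with 491, reached by the methods' t-test with (185) and without the filter (195) and without T250 0 d replicate 2 (282). The paper's 276 downregulated ones and 482 in total compare with 692 and 1183. The methods' t-test reaches both with (215 and 400) and without the filter (259 and 454).

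The paper's 1 transcript shared at 1 d and 36 at 4 d compare with 7 and 129 in limma, and the methods' t-test reaches both with (1 and 27) and without the filter (1 and 29). The paper's 38 transcripts of Lo5 alone at 1 d compare with 176, reached by the methods' t-test with (27) and without the filter (40). The paper's 82 of T250 alone at 1 d compare with 402, reached by the methods' t-test with (65) and without the filter (76). The paper's 446 of T250 alone at 4 d compare with 1042, which counts the 7 past the threshold in Lo5 in the opposite direction. The paper's number is reached by the methods' t-test with (352) and without the filter (404). It is also reached without T250 4 d replicate 2 (668, with opposite directions counted too).

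Of 137 log2 ratios compared with Table S1, all had the paper's sign and 4 differed by more than the SD between replicates, and 19 more of the listed ratios have no value in limma. For GRMZM2G024996_T01 in Lo5 at 4 d the paper gives 8.84, against 7.79 here on the same scale (dim at 0 d, at least 61.0-fold higher, n = 1 at 4 d), and no alternative set before the data were examined reaches it. For GRMZM2G168747_T01 in Lo5 at 4 d the paper gives 2.89, against 2.55, reached without Lo5 4 d replicate 1 (2.68). For GRMZM2G426046_T01 in Lo5 at 4 d the paper gives 1.20, against 0.83, and no such alternative reaches it. For GRMZM2G074401_T01 in T250 at 4 d the paper gives 1.36, against 1.66, reached with the slide as a block (1.39) and without T250 0 d replicate 1 (1.51). Keeping the non-uniform spots, chosen after seeing the values, gives the paper's value for all 4.

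On directions, the paper's text has the cellulase transcript induced in Lo5, and GRMZM2G165633_T01 was at least 2.35-fold lower at 4 d. The text has the cellulose synthase transcript repressed in Lo5, while Table S1 lists GRMZM2G104092_T01 as higher at 4 d, and it was not well above background on any Lo5 array at 0 d or 4 d. The paper places the decrease of the XTH transcript GRMZM2G388684_T01 in T250 at 1 d, where its log2 ratio was −0.04, against −2.11 at 4 d. The paper has ZmAMT3.3 (GRMZM2G043193_T01) and ZmNRT2.2 (GRMZM2G010251_T01) respond in Lo5 only, and in T250 at 4 d their log2 ratios were 2.56 and −6.46, in the direction of Lo5. The size for ZmAMT3.3 leans on 0 d replicate 2 (−5.39, against −1.92 and −2.40 on the others). That for ZmNRT2.2 leans on 4 d replicate 1 (−8.35, not well above background). In both, the 4 d spots lay apart from the 0 d spots. Of the LBD transcripts that the paper assigns to one line each, LBD38 (GRMZM2G177110_T01) had −1.27 in Lo5, a decrease as in T250. LBD37 (GRMZM2G017319_T01) had −1.77 in T250, which rests mostly on replicate 3 at 4 d, and replicate 2 at 4 d (0.15) showed no decrease from the mean at 0 d (−0.37). The paper has ZmPHT1;13 (GRMZM2G070087_T01) reduced in T250 contrarily to Lo5, where its log2 ratio at 4 d was −3.25 (adjusted p = 0.420) with the non-uniform spots kept, and could not be computed without them.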

Other observations

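The comparison of GRMZM2G014716_T01 between single arrays was chosen only after the result was seen, and the second component of the arrays is given as values only. Among the calls of limma after adjustment that do not overlap between the groups and are well above background on all their arrays, the largest increases in Lo5 at 4 d were those of GRMZM2G420988_T01 (2.99, adjusted p = 0.0483), GRMZM2G305900_T01 (2.63, adjusted p = 0.0483) and GRMZM2G044773_T01 (2.35, adjusted p = 0.0483) and the largest decreases those of GRMZM2G113332_T01 (−3.36, adjusted p = 0.0428), GRMZM2G318843_T01 (−2.95, adjusted p = 0.0454) and GRMZM2G374405_T01 (−2.18, adjusted p = 0.0483, n = 2 at 4 d). In T250 at 4 d they were GRMZM2G170017_T01 (5.80, adjusted p = 0.0479), GRMZM2G168747_T01 (4.62, adjusted p = 0.0274) and GRMZM2G031167_T01 (4.60, adjusted p = 0.0451), and for the decreases GRMZM2G043336_T01 (−4.55, adjusted p = 0.0431), GRMZM2G153240_T01 (−2.93, adjusted p = 0.0274) and GRMZM2G089982_T01 (−2.76, adjusted p = 0.0286). At 1 d such a call was left for GRMZM2G014716_T01 (−7.28, adjusted p = 0.0159, n = 1 at 1 d and n = 1 at 0 d) in Lo5 and GRMZM2G435445_T01 (−5.02, adjusted p = 0.00535, n = 2 at 1 d and n = 2 at 0 d) in T250, and in both the groups overlap when the marked spots are kept. The only 1 d spot left for GRMZM2G014716_T01 is on the array labelled Lo5 1 d replicate 3, at −3.67, within the T250 arrays (−4.51 to −3.14), while the other Lo5 arrays lay at 3.21 to 3.96. This decrease therefore cannot be read as a response to 1 d. For the others the spots of the groups lie apart, which chance gives for 10% of transcripts with 3 against 3.

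The Real-time RT-PCR reference polyubiquitin (GRMZM2G118637_T01) had a level of 2.20 ± 0.91 (SD, n = 3) in Lo5 and 6.28 ± 0.34 (SD, n = 3) in T250 at 0 d, and 3.70 ± 2.39 (SD, n = 3) in Lo5 at 1 d, where the array labelled Lo5 1 d replicate 3 is part of the group. EF-Tu (GRMZM2G153541_T01) had 4.67 ± 0.50 (SD, n = 2) in Lo5 and 5.02 (n = 1) in T250 at 0 d.

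Over all probes in the fit, the first principal component of the arrays held 55.3% of the variance and parted the lines, with the array labelled Lo5 1 d replicate 3 at −118 on the side of T250. The second held 10.7% and parted T250 arrays of the same day. For replicates 1, 2 and 3 of T250 it was 75.6, −118 and −135 at 0 d, 72.3, 45.6 and 35.8 at 1 d and 72.6, 76.8 and −134 at 4 d. In Lo5 it was 19.0, 4.94 and 4.97 at 0 d, 19.1, 3.80 and −38.4 at 1 d and 1.02, −5.21 and −0.76 at 4 d.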
